# Liver Stiffness Directs Intrahepatic Cholesterol Accumulation Through YAP/TAZ in Metabolic Dysfunction‐Associated Steatotic Liver Disease

**DOI:** 10.1002/advs.202500379

**Published:** 2026-02-26

**Authors:** Na Young Lee, Myeung Gi Choi, Ho Jae Ryu, Young Jin Min, Seon Min Kim, Yeonseok Chung, Bo Kyung Koo, Yun Pyo Kang, Won Kim, Ja Hyun Koo

**Keywords:** liver stiffness, LXRα, MASLD, YAP/TAZ

## Abstract

Elevated liver stiffness is closely associated with morbidity and mortality in metabolic dysfunction‐associated steatotic liver disease (MASLD). However, the contribution of increased stiffness to impaired liver function is poorly understood. Here, we demonstrate that hepatic cholesterol levels are determined by the stiffness of the liver. In the human MASLD cohort and a mouse model, intrahepatic cholesterol levels strongly correlated with liver stiffness. We show that a stiff matrix promotes spontaneous accumulation of cholesterol in isolated hepatocytes. As the underlying mechanism, we found that Liver X receptor alpha (LXRα) is mechanosensitively repressed. Activation of Yes‐associated protein (YAP) and Transcriptional coactivator with PDZ‐binding motif (TAZ) by exposure to stiff substrate, serum stimulation, low‐density culture, or deletion of Large tumor suppressor kinase 1 and 2 (LATS1/2) robustly repressed LXRα activity. In the nucleus, YAP disrupted heterodimerization of LXRα with Retinoid X receptor alpha (RXRα) independently of their transcriptional activity. Consistently, hepatocyte‐specific ablation of Yap/Taz facilitated hepatic cholesterol efflux and delayed cholesterol‐induced fibrosis progression in mice. Transcriptomic analysis of MASLD patient livers confirmed a strong inverse correlation between LXRα target gene expression and liver stiffness as well as YAP/TAZ activity. These findings reveal the mechanosensitive regulation of hepatic cholesterol levels in MASLD, suggesting liver stiffness as a causal factor for hepatocyte dysfunction.

## 1 Introduction

Metabolic dysfunction‐associated steatotic liver disease (MASLD) has emerged as the most prevalent chronic disease, currently affecting one‐third of the global population [1, 2]. MASLD encompasses a wide range of spectra from steatosis and steatohepatitis to fibrosis and ultimately cirrhosis, where liver fibrosis marks the onset of significant hepatocyte dysfunction and serves as a primary predictor of mortality and liver‐related events [3]. Despite extensive research, effective therapeutic strategies remain limited, as resmetirom and semaglutide are the only approved therapies for MASLD and confer only modest anti‐fibrotic benefits [4].

A critical but underexplored aspect of MASLD pathophysiology involves the mechanical properties of the liver. Liver stiffness has been widely accepted as a standard diagnostic marker for MASLD severity, particularly with the advent of vibration‐controlled transient elastography, a non‐invasive and cost‐effective alternative to liver biopsy [5, 6]. Healthy liver tissue exhibits remarkable softness (1–3 kPa), but progressive fibrosis can increase stiffness by more than ten‐fold (>20 kPa) [7, 8]. While liver stiffness measurement via transient elastography has become the gold standard for non‐invasive fibrosis assessment, the biological consequences of this mechanical transformation on hepatocyte function have received limited attention.

Recent advances in mechanotransduction signaling influence a wide range of cellular functions, including metabolism, differentiation, and proliferation [9]. The transcriptional coactivators Yes‐associated protein (YAP) and Transcriptional coactivator with PDZ‐binding motif (TAZ) are central mechanosensors that mediate cellular responses to mechanical cues such as matrix stiffness, cell density, stretching, and pressure loading [10]. In response to stiff matrix, YAP/TAZ translocate to the nucleus and alter gene transcription through association with their transcriptional partners, representatively TEAD [10]. In the adult liver, YAP/TAZ activity is mainly restricted to cholangiocytes, but enhanced activity of YAP/TAZ in hepatocytes is commonly observed in fibrotic livers of patients and experimental mouse models [11, 12]. Therefore, it is plausible that hepatocytes are also able to respond to matrix stiffness, particularly during liver fibrosis progression. Nonetheless, whether hepatocytes can directly sense matrix stiffness and the link between liver stiffness and hepatocyte dysfunction remains largely unexplored.

In the liver, cellular cholesterol is a pivotal factor for MASLD progression [13, 14, 15]. One of the most prominent hepatic cholesterol regulators is Liver X receptor alpha (LXRα), a liver‐enriched nuclear receptor [16]. The absence or impaired activity of LXRα leads to cholesterol accumulation and liver damage in MASLD [17, 18]. However, effective approaches for the control of hepatic cholesterol have not been achieved, and the endogenous cues responsible for cholesterol accumulation in MASLD remain to be elucidated.

The intersection of mechanobiology and cholesterol metabolism has been largely unexplored in the context of liver disease. However, a recent study has suggested that cholesterol serves as an upstream input activating TAZ [19]. This finding has led us to expect that activated YAP/TAZ by the stiff matrix in MASLD may also play a role in actively controlling intracellular cholesterol levels, which has yet to be investigated. Here, we hypothesize that liver stiffness directly influences hepatocyte cholesterol metabolism through YAP/TAZ‐mediated regulation of LXRα activity.

## 2 Results

### 2.1 Hepatic Cholesterol Content Correlates with Tissue Stiffness in MASLD

To investigate the relationship between liver mechanics and cholesterol metabolism, we measured liver stiffness using transient elastography in patients with MASLD. From the entire cohort of 229 patients, 34 individuals with available frozen liver tissues were categorized into 3 groups based on liver stiffness (Figure 1A,B; Figure S1). The cutoff value of 8 kPa was adopted based on clinical guidelines for diagnosing fibrosis; therefore, patients with liver stiffness over 8 kPa were classified as the stiff group [20]. The rest were further divided into soft (<5 kPa) and medium (5–8 kPa) groups to delineate gradual differences within the sub‐pathological range. We found that tissue cholesterol levels were significantly higher in stiffer livers (Figure 1C). Surprisingly, patients with stiff livers exhibited a liver‐to‐serum cholesterol ratio more than three times higher than that of patients with soft livers (Figure 1C). There was a robust positive correlation between liver stiffness and hepatic cholesterol levels across all participants (Figure 1D). In addition, among different clinical parameters that were obtained, liver stiffness exhibited the strongest correlation with hepatic cholesterol levels (Figure 1E), surpassing the histological fibrosis stage.

**FIGURE 1:**
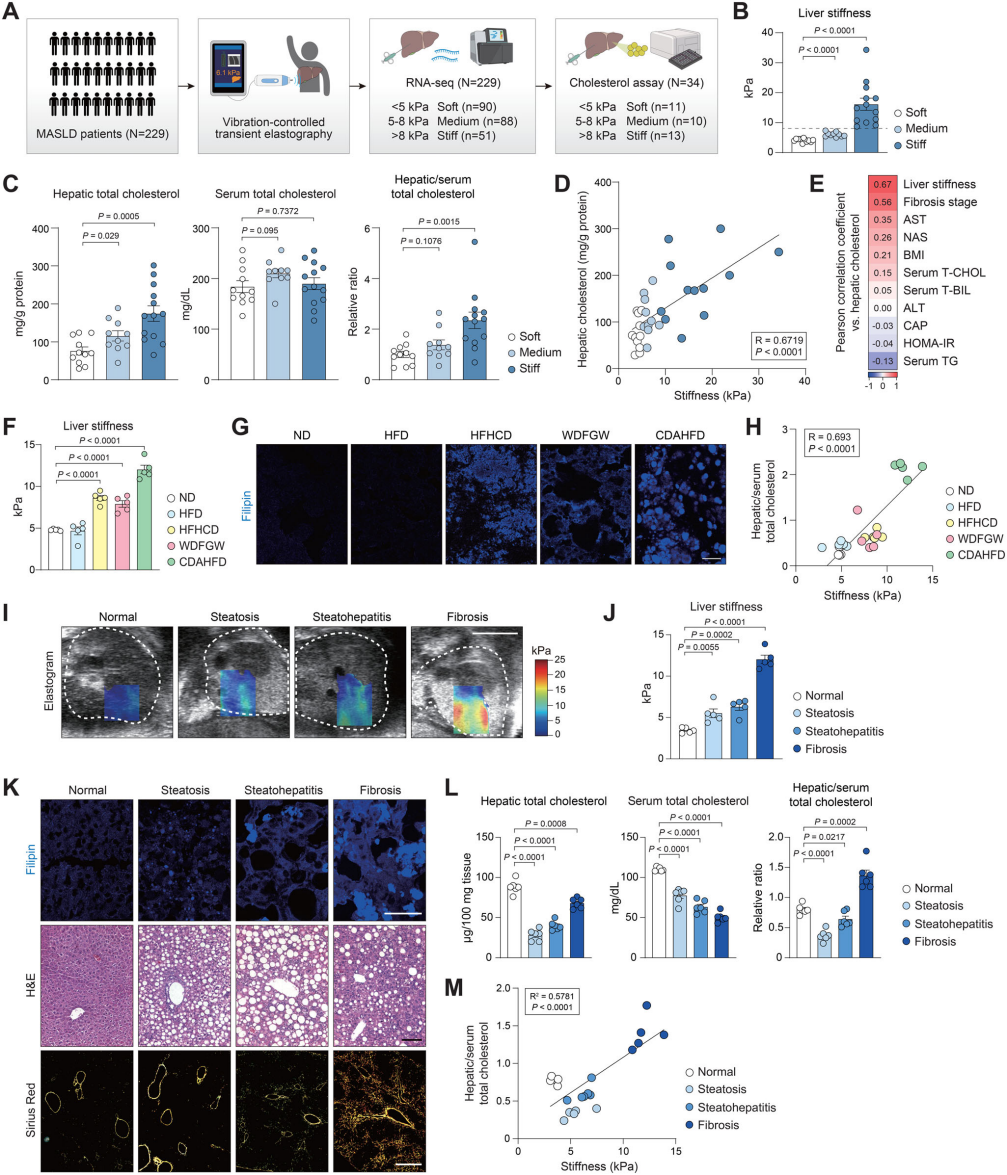
Hepatic cholesterol content correlates with tissue stiffness in MASLD. (A—E) MASLD patients were subjected to transient elastography and routine blood exams. Liver biopsies were taken and analyzed for RNA‐sequencing and hepatic cholesterol quantification. (A) Study design. Patients were categorized into Soft (<5 kPa, *n* = 11), Medium (5–8 kPa, *n* = 10), and Stiff (>8 kPa, *n* = 13) groups based on liver stiffness. (B) Liver stiffness of MASLD patients was categorized into different groups. The dotted line indicates 8 kPa. (C) Total cholesterol levels in the liver and serum. The relative ratio of liver‐to‐serum cholesterol levels was compared. Liver cholesterol levels were normalized to the protein content. (D) Correlation between hepatic cholesterol level and liver stiffness (*n* = 11, 10, and 13). (E) Correlation heatmap of clinical parameters compared with hepatic cholesterol. The numbers represent Pearson correlation coefficients. (F—H) Mice were fed a normal diet (ND) or high‐fat diet (HFD) or high‐fat, high‐cholesterol diet (HFHCD) or western diet with fructose and glucose water (WDFGW), or choline‐deficient, amino acid‐defined, high‐fat diet (CDAHFD) for 12 weeks (*n* = 5). (F) Quantification of liver stiffness measured by SWE. (G) Filipin staining of liver sections. Scale bars, 50 µm. (H) Positive correlation between liver‐to‐serum cholesterol and liver stiffness. (I—M) Mice were fed CDAHFD for 0, 2, 4, and 12 weeks to induce steatosis, steatohepatitis, and fibrosis, respectively (*n* = 6). (I) Representative ultrasound images from mice at indicated times of feeding. Liver stiffness was visualized using shear wave elastography (SWE). Dotted lines indicate livers. Scale bar, 5 mm. (J) Quantification of liver stiffness measured by SWE (*n* = 5). (K) Filipin, H&E, and Sirius Red staining of liver sections from mice fed with CDAHFD. Sirius Red were additionally observed under polarized light for quantification of collagen fibrosis. Scale bars, 50 µm. (L) Total cholesterol levels in the liver and serum. The relative ratio of liver‐to‐serum cholesterol levels was compared. Liver cholesterol levels were normalized to the tissue weight. (M) Positive correlation between hepatic cholesterol and liver stiffness in CDAHFD (*n* = 5). Data are presented as the mean ± s.e.m. *p* values across more than two groups were determined by one‐way ANOVA with Bonferroni's multiple comparisons test. *p‐*values for individual groups compared to control were determined by unpaired Student's *t*‐test.

To further investigate the link between liver stiffening and cholesterol accumulation in the liver, we examined multiple diet‐induced mouse models of MASLD, including high‐fat diet, high‐fat high‐cholesterol diet, western diet supplemented with fructose and glucose water, and choline‐deficient, amino acid‐defined high‐fat diet (CDAHFD) (Figure 1F). Consistently, Filipin staining revealed substantial accumulation of free cholesterol exclusively in stiffer livers (Figure 1G). Liver stiffness exhibited a strong positive correlation with the ratio of liver‐to‐serum cholesterol levels across all models (Figure 1H). Next, we utilized a progressive mouse model representing each stage of MASLD by feeding mice with CDAHFD for 0, 2, 4, and 12 weeks to observe the development of steatosis, steatohepatitis, and fibrosis, as validated in previous studies [21, 22]. As anticipated, 12 weeks of feeding was accompanied by a remarkable increase in liver stiffness, whereas relatively minor changes were observed at earlier time points (Figure 1I,J). Consistent with clinical observations, cholesterol accumulation was prominent only in the fibrotic liver but not in the preceding stages (Figure 1K). This contrasted with the formation of lipid droplets, which increased until steatohepatitis development but diminished in fibrosis. Hepatic cholesterol content and the ratio of liver‐to‐serum cholesterol were significantly higher in the fibrotic liver compared to the livers with steatosis or steatohepatitis (Figure 1L), indicating a greater accumulation of cholesterol from the circulation. The positive correlation between liver stiffness and hepatic cholesterol in mice supported these results (Figure 1M).

### 2.2 Matrix Stiffness Determines Intracellular Cholesterol Level in Hepatocytes

The observations that cholesterol accumulates along with increasing stiffness in the liver prompted us to investigate which cellular metabolic pathways in hepatocytes are affected by mechanoregulatory signaling. While transient elastography is often used to measure tissue stiffness in the clinical setting, atomic force microscopy (AFM) is utilized for cellular‐level resolution. In healthy individuals, liver stiffness measured by AFM ranges from 2.0 kPa in soft areas to 10.9 kPa in collagen‐rich areas, with some patients showing local stiffness exceeding 100 kPa [23]. Similarly, mean stiffness in mouse livers was measured from 1.9 kPa (healthy) to 5.1 kPa (fibrotic), with certain areas reaching up to 50 kPa [24]. To mimic the healthy and fibrotic microenvironment in human liver, hepatocytes were cultured on either soft (1 kPa) or stiff (20 kPa) collagen‐coated hydrogels and subjected to metabolomics, RNA‐seq, and biochemical analyses (Figure 2A). As a result, intracellular levels of bile salts, such as glycine‐conjugated cholic acid and chenodeoxycholic acid salts, were significantly lower in cells on the stiff substrate (Figure 2B,C). 

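RNA of mouse primary hepatocytes cultured for 24 h on the soft (1 kPa) or the stiff (20 kPa) hydrogel was sequenced in 2 libraries per group. The authors aligned the paired-end reads with HISAT2, counted them on genes with featureCounts and deposited the counts without normalization. The paper's text does not name the genome build, the annotation release, or how reads that match several genes or overlap genes on the other strand were counted. The wild-type libraries held 26442310 and 18324083 counts on the soft hydrogel and 21218419 and 20114074 on the stiff hydrogel. A count of 3, the upper limit that a count of 0 allows at 95% confidence, came to between 0.113 and 0.164 CPM (the count as a share of the library total, on edgeR's cpm scale) in these and the 4 knockout libraries of the same series. Such limits cover counting error only. The deposited table lists 56748 genes, of which 14279 passed edgeR's filterByExpr by group and were tested. Counts were scaled by the TMM method, with factors between 0.978 and 1.02. All 8 libraries, including those of Yap/Taz knockout hepatocytes, entered one fit of edgeR's quasi-likelihood model with a term for each of the 4 groups, which left 4 residual degrees of freedom. A gene was counted as changed at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper's methods. Between the 2 replicates of a wild-type group, counts differed by more than sampling noise, with a chi-square per degree of freedom of 5.45 on the soft and 2.62 on the stiff hydrogel. The biological coefficient of variation, as edgeR names it, was 0.0655 on the soft and 0.0404 on the stiff hydrogel. The paper's text does not state whether the 2 libraries of a group came from different mice or from the same preparation. The p-values may thus measure only the spread between cultures.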

Given that bile salts are major products of cholesterol metabolism, these findings prompted us to further investigate the mechanosensitive expression of cholesterol‐associated genes. Transcriptomic profiling of mouse primary hepatocytes revealed downregulation of genes involved in cholesterol metabolism with upregulation of YAP/TAZ target genes on stiff surface, indicative of augmented mechanotransduction (Figure 2D) [25]. Specifically, cholesterol metabolism pathways were among the top 7 significantly affected pathways (Figure 2E). 

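In wild-type hepatocytes, 1432 genes were higher and 1322 were lower on the stiff than on the soft hydrogel, 2754 in all (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 6854 genes, where 714 would be given by chance. Over the alternatives the number of changed genes ran from 998 to 5859. The lowest came from DESeq2 on the 4 libraries compared with an absolute log2 fold change over 1, and the highest from no minimum fold change. Positions are those of the deposited table. Cyr61 and Ctgf, listed as Ccn1 and Ccn2, are targets of YAP/TAZ. Ccn1 (ENSMUSG00000028195, chromosome 3 from 145352731 to 145355736) rose from 386 ± 17.2 to 1267 ± 5.21 CPM (SD, n = 2), a log2 fold change of 1.72 (standard error 0.046, adjusted p = 3.54e-15 from edgeR's quasi-likelihood test). Ccn2 (ENSMUSG00000019997, chromosome 10 from 24471340 to 24474581) rose from 40.0 ± 2.33 to 401 ± 2.65 CPM (SD, n = 2), a log2 fold change of 3.32 (standard error 0.060, adjusted p = 2.00e-17 from edgeR). Ankrd1 (ENSMUSG00000024803, chromosome 19 from 36089361 to 36097499), which overlaps a gene on the other strand with a mean of 5.88 counts per library, rose from 22.6 ± 0.671 to 202 ± 3.17 CPM (SD, n = 2), a log2 fold change of 3.15 (standard error 0.061, adjusted p = 5.02e-17 from edgeR). Fasn (ENSMUSG00000025153, chromosome 11 from 120696672 to 120715373), which encodes fatty acid synthase, fell from 1122 ± 72.3 to 499 ± 4.19 CPM (SD, n = 2), a log2 fold change of -1.17 (standard error 0.044, adjusted p = 3.20e-13 from edgeR). Cyp8b1 (ENSMUSG00000050445, chromosome 9 from 121743422 to 121745371), an enzyme of bile acid synthesis, fell from 61.3 ± 2.19 to 25.6 ± 2.38 CPM (SD, n = 2), a log2 fold change of -1.26 (standard error 0.079, adjusted p = 3.69e-10 from edgeR). Acaca (ENSMUSG00000020532, chromosome 11 from 84020498 to 84292477) fell from 301 ± 6.72 to 112 ± 5.06 CPM (SD, n = 2), a log2 fold change of -1.43 (standard error 0.049, adjusted p = 9.64e-14 from edgeR). In the reference annotation, 49.6% of the 64-base windows of the longest Acaca transcript also occur in another gene, and Gm11437 overlaps it on the other strand with a mean of 26 counts per library, so its count is uncertain where the authors' counting could split or add such reads. For each of these 6 genes the difference was larger than the spread between replicates, and no alternative or omitted library changed its direction.
Among genes past the thresholds with a mean of at least 100 counts over the 4 libraries and no overlap between the groups, the 5 largest rises were Mup17 (5.77), Gapdh (3.41), Ccn2, Krt19 (3.30) and Olfr1372-ps1 (3.18), given as log2 fold changes. Mup17 and Gapdh share 72.9% and 24.7% of their windows with other genes and are uncertain. On the stiff hydrogel their replicates had 2401 and 347 counts of Mup17 and 5241 and 1961 of Gapdh, and without the first stiff library their log2 fold changes were 3.85 and 2.59. The 5 largest falls were Gm17222 (-6.06), Cpe (-4.01), Sema3c (-3.89), Gt(ROSA)26Sor (-3.54) and Lipn (-3.17). Gm17222 shares 100% of its windows, and Gt(ROSA)26Sor overlaps Thumpd3 on the other strand, so both are uncertain. The paper reads lower expression of genes of cholesterol metabolism and higher expression of YAP/TAZ targets on the stiff surface as a sign of augmented mechanotransduction.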

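The over-representation of Hallmark gene sets was not repeated, and lists of genes written in advance were tested in its place with limma's camera, a competitive test with a preset inter-gene correlation of 0.01 whose p-values were adjusted over the lists of at least 5 tested genes. Of 24 genes of cholesterol synthesis and SREBP2 targets, 8 of which are also in a heatmap of Figure S2 or S3, 22 were higher and 2 were lower on the stiff hydrogel in wild-type hepatocytes, with a median log2 fold change of 0.39 (camera adjusted p = 2.06e-07, limma). Of these, 10 were called higher and 0 lower over all genes tested, and the same numbers were called when adjusted over the list alone. At an unadjusted p under 0.05, 2 genes of this list were lower. The lowest log2 fold change in the list was -0.35 for Dhcr7 and the highest was 1.50 for Fdps, which shares 10.4% of its windows with other genes. Hmgcs1 had a log2 fold change of 0.91 (standard error 0.043). All 35 cell cycle genes, which include E2F targets and genes of the G2/M transition, were higher, with a median log2 fold change of 1.53 (camera adjusted p = 2.26e-24, limma). Over all genes tested 34 of them were called, all higher, and 34 when adjusted over the list alone. The lists of cholesterol synthesis and of cell cycle genes kept an adjusted p under 0.05 both under the self-contained test fry and with the inter-gene correlation estimated from the data. Among these 2 lists, the omission of 1 library moved the median most for the cell cycle genes, to 1.49 without the first wild-type soft library.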

Gene set enrichment analysis (GSEA) further confirmed the high enrichment of cholesterol homeostasis and bile acid metabolism genes (Figure 2F,G; Figure S2). Indeed, we found significantly higher levels of intracellular cholesterol in hepatocytes on the stiff hydrogel through biochemical quantification (Figure 2H). 

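GSEA was not repeated, and the genes printed in the enlarged heatmaps of Figure S2 were tested as lists. The study chose them as changed on these libraries, so their tests are not independent evidence. Of the 31 genes of the cholesterol homeostasis heatmap, 20 were higher and 11 lower on the stiff hydrogel in wild-type hepatocytes, with a median log2 fold change of 0.51 (camera adjusted p = 6.28e-05, limma). Over all genes tested 16 were called higher and 4 lower, and the numbers were 16 and 4 adjusted over the list alone. The members ranged from -1.35 for Trp53inp1 to 2.36 for Gpx8, which had only 4 and 3 counts on the soft and 20 and 14 on the stiff hydrogel. With at least 10 counts required in every library, the median was 0.47, the largest shift of any alternative. Of the 28 genes of the bile acid metabolism heatmap, 8 were higher and 20 lower, with a median of -0.45 (camera adjusted p = 2.19e-06, limma). Here 5 were called higher and 12 lower, both over all genes and adjusted over the list alone. Soat2 was the lowest at -1.44 and Idi1, which shares 20.95% of its windows with other genes, the highest at 0.70. A list of bile acid synthesis and transport genes, of which 3 are also in a heatmap, held 15 tested genes, of which 4 were higher and 11 lower, with a median of -0.34 (camera adjusted p = 2.19e-06, limma). Among the lists named here this median moved most with a library left out, to -0.57 without the first wild-type soft library. In it 0 genes were called higher and 7 lower, and 0 and 7 adjusted over the list alone. At an unadjusted p under 0.05, 0 genes of this list were higher. Abcc2 fell by 1.44 on the log2 scale, the most in this list. A list of 12 LXRα target genes written in advance, some of them named as such in the paper and 4 of them also in a heatmap, gave 1 higher and 10 lower gene among 11 tested, with a median of -0.45 (camera adjusted p = 4.37e-08, limma). Of these, 0 were called higher and 4 lower over all genes, and 0 and 5 adjusted over the list alone. The 4 genes called over all genes were Fasn, Acaca, Srebf1 and Cyp8b1. None of the transporter genes Abca1, Abcg1, Abcg5 and Abcg8 was called over all genes, with log2 fold changes of -0.45, -0.54, 0.057 and -0.19. Abca1 missed only the fold-change threshold (adjusted p = 1.83e-06 from edgeR). At an unadjusted p under 0.05, 0 genes of the list were higher. Cyp7a1 had between 0 and 2 counts in any library and was not tested. Each of these lists kept an adjusted p under 0.05 under fry and with an estimated correlation.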

Filipin staining, which labels free cholesterol [26], also showed mechanosensitive accumulation of cholesterol in hepatocytes on a stiff hydrogel (Figure 2I).

**FIGURE 2:**
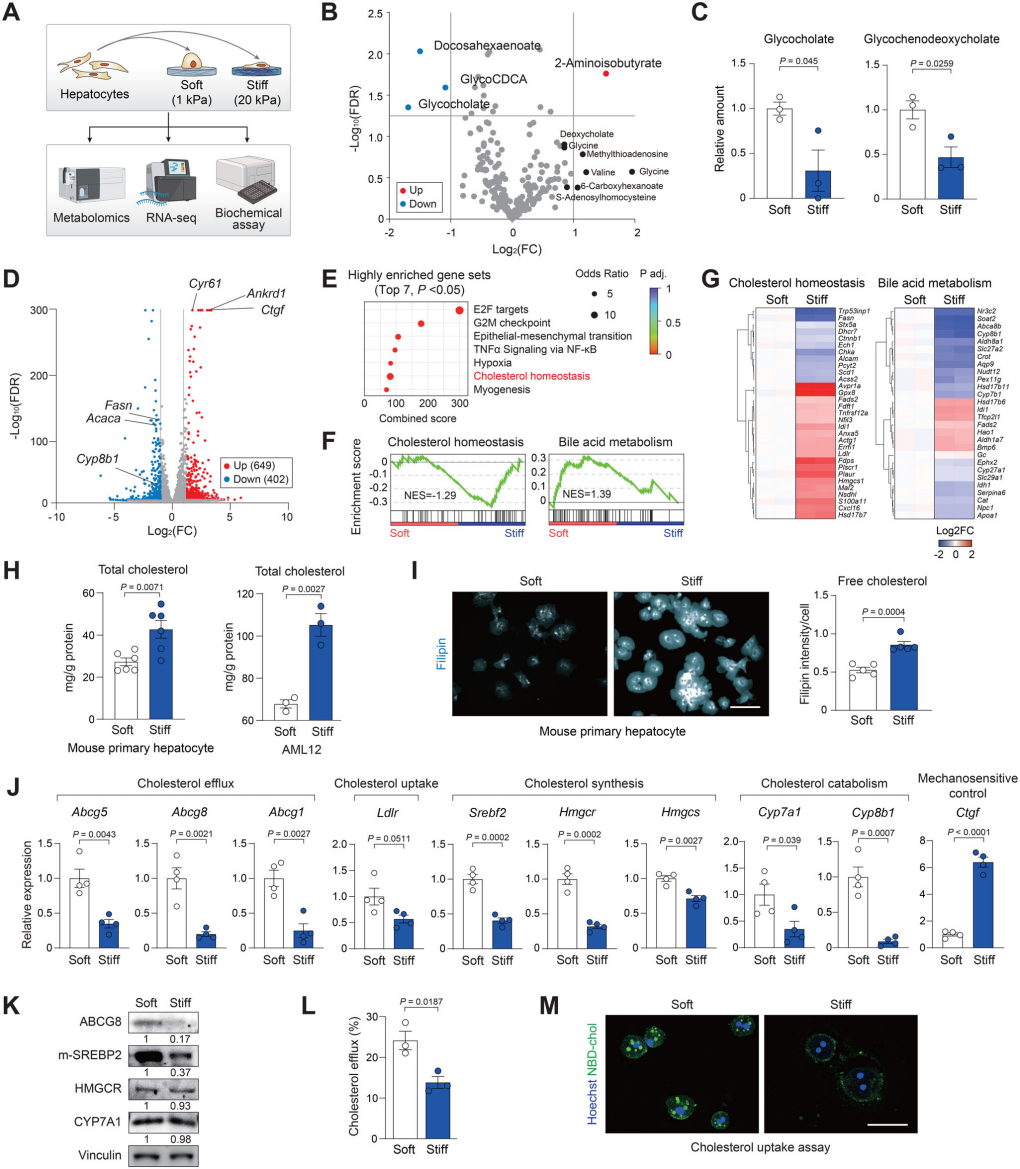
Matrix stiffness determines intracellular cholesterol level in hepatocytes. (A) Study design. Hepatocytes were cultured on soft (1 kPa) or stiff (20 kPa) polyacrylamide hydrogel coated with collagen. After 24 h, metabolites, RNA‐seq, and biochemical assay were analyzed. (B and C) AML12 cells were cultured for 24 h on soft or stiff polyacrylamide hydrogel coated with collagen. (B) Volcano plot of the intracellular metabolite profile (*n* = 3). Significantly altered metabolites are labeled. Colored dots indicate upregulated (red) or downregulated (blue) metabolites. (C) Relative level of downregulated metabolites on stiff hydrogel (*n* = 3). (D–G) Mouse primary hepatocytes were cultured for 24 h on soft or stiff hydrogel and subjected to analyses. (D) Volcano plot of RNA‐seq data showing differentially expressed genes (*n* = 2). Genes involved in cholesterol metabolism and YAP/TAZ target genes are labeled. Colored dots indicate increased (red) or decreased (blue) genes. (E) Hallmark gene set enrichment analysis showing the top 7 significantly altered pathways from RNA‐seq data. (F) GSEA on cholesterol homeostasis and bile acid metabolism from the differentially expressed genes. (G) Heatmap of differentially expressed genes that are related to cholesterol and bile metabolism in hepatocytes. (H) Total cholesterol levels were measured in mouse primary hepatocytes (*n* = 6) and AML12 (*n* = 3). (I) Filipin staining images and quantification of free cholesterol intensity of primary hepatocytes. Same number of cells were seeded. Scale bars, 50 µm. (J) RT–qPCR analysis of cholesterol metabolism‐related genes and the mechanosensitive control gene (*n* = 4). (K) Immunoblot analysis of rate‐limiting proteins of cholesterol regulation. Numbers below each band indicate the relative densitometric values normalized to Vinculin. (L) Cholesterol efflux (%) was calculated from the ratio of fluorescence intensity in the supernatant to the total fluorescence in the supernatant and cell lysate (*n* = 3). (M) NBD‐Cholesterol uptake assay of primary hepatocytes. Nucleus were stained with Hoechst 33342 (blue) and intracellular cholesterol (green) by fluorescence. Quantification of relative cholesterol of primary hepatocytes (*n* = 5). Scale bars, 50 µm. Data are presented as the mean ± s.e.m. *p* values were determined by unpaired Student's *t*‐test.

Next, we further analyzed the expression of representative genes involved in cholesterol efflux, uptake, biosynthesis, and catabolism. Intriguingly, primary hepatocytes cultured on the stiff hydrogels showed reduced expression of genes across all these pathways (Figure 2J). At the protein level, ABCG8 was prominently decreased, whereas HMG‐CoA reductase (HMGCR) and CYP7A1 remained largely unchanged (Figure 2K). These findings suggest that the suppression of cholesterol biosynthesis and catabolism under stiff conditions is not a causal mechanism but rather a compensatory response to intracellular cholesterol accumulation. Hepatocytes on stiff substrates showed markedly impaired cholesterol efflux as well as significantly reduced uptake of exogenous cholesterol (Figure 2L,M). Although both cholesterol efflux and uptake were reduced on stiff hydrogels, intracellular cholesterol continued to accumulate, indicating that efflux repression predominates, while uptake reduction represents a compensatory adaptation to excess intracellular cholesterol.

### 2.3 LXRα Activity is Controlled by Substrate Stiffness

The stiffness‐mediated accumulation of intracellular cholesterol was unexpected, since some other cell types, such as Ras‐transformed mammary epithelial cells (MCF10ATk1) and immortalized retinal cells (RPE1), reacted in the opposite direction [27]. This discrepancy led us to postulate that hepatocytes possess a unique mechanosensitive regulatory module governing mechanosensitive cholesterol efflux. Among such modulators is LXRα, a nuclear receptor that governs transcription of ATP‐binding cassette transporters that export cellular cholesterol to the extracellular space and enzymes that metabolize cholesterol [17].

To confirm the functional relevance of LXRα in hepatocytes, LXRα (Nr1h3) expression was silenced using siRNA in mouse primary hepatocytes (Figure 3A). As expected, knockdown of LXRα significantly augmented both total and free cellular cholesterol levels (Figure 3B). To further evaluate the contribution of LXRα, primary hepatocytes from LXRα knockout (KO) mice were cultured on soft or stiff hydrogels (Figure 3C). Unlike wild‐type cells, LXRα‐deficient hepatocytes failed to accumulate cholesterol in response to the stiff matrix (Figure 3D), mirroring the non‐hepatocyte cell lines. Also, changes in the expression of genes critical for cholesterol efflux were not observed in the LXRα‐deficient hepatocytes (Figure 3E), suggesting that LXRα is a critical mediator of the mechanosensitive regulation of cholesterol efflux. To investigate whether LXRα activity is influenced by matrix stiffness, AML12 cells were treated with T0901317, a synthetic ligand of LXRα. On soft hydrogel, T0901317 effectively facilitated cholesterol removal from hepatocytes as indicated by decreased Filipin intensity. However, on stiff hydrogel, it failed to reduce cholesterol levels (Figure 3F). Similar results were also found in mouse primary hepatocytes treated with the LXRα agonist (Figure 3G). Additionally, the induction of cholesterol efflux genes that are required for cholesterol removal was significantly blunted on the stiff substrate, providing a mechanistic explanation for these findings (Figure 3H).

**FIGURE 3:**
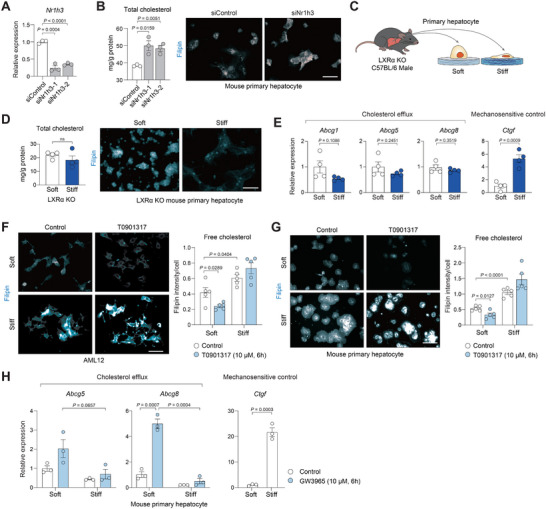
LXRα activity is controlled by matrix stiffness. (A and B) Mouse primary hepatocytes were transfected with siControl or siNr1h3 (LXRα) for 24 h. (A) RT–qPCR analysis of *Nr1h3* expression (*n* = 3). (B) Total cholesterol quantification and Filipin staining of free cholesterol in mouse primary hepatocyte transfected with control or *Nr1h3* siRNA (*n* = 3). Scale bars, 50 µm. (C—E) Primary hepatocytes isolated from LXRα KO mice were cultured on soft or stiff hydrogel for 24 h. (C) Experimental scheme. (D) Total cholesterol levels and free cholesterol for Filipin staining images in the primary hepatocytes. Scale bar, 50 µm. (E) RT‐qPCR analysis of genes regulating cholesterol efflux and metabolism (*n* = 4). (F) Images and quantification of free cholesterol intensity in AML12. Scale bars, 50 µm. AML12 cells were cultured on soft or stiff hydrogels for 24 h and treated with T0901317 (10 µM) for 6 h. (G) Filipin staining images and quantification of free cholesterol intensity in mouse primary hepatocytes. Mouse primary hepatocytes were cultured on soft or stiff hydrogels for 24 h and treated with T0901317 (10 µM) for 6 h Scale bar, 50 µm. (H) RT‐qPCR analysis of cholesterol efflux‐related genes (*n* = 3). Primary hepatocytes from wild‐type mice were cultured on soft or stiff hydrogels for 24 h and treated with GW3965 (10 µM) for 6 h. Data are presented as the mean ± s.e.m. *p* values were determined by unpaired two‐tailed Student's *t*‐test.

### 2.4 YAP/TAZ are the Mechanosensors for LXRα Regulation

To identify the dominant mechanotransduction pathway in hepatocytes, GSEA was compared from the RNA‐seq data of hepatocytes cultured on soft or stiff hydrogels. As a result, the Hippo signaling pathway showed a significant enrichment, whereas the calcium‐mediated signaling pathway associated with other regulators, such as PIEZO1 exhibited only marginal change (Figure 4A). 

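In wild-type hepatocytes on the stiff against the soft hydrogel, 16 of 19 tested genes from the Hippo signaling heatmap of Figure S3 were higher and 3 were lower, with a median log2 fold change of 0.74 (camera adjusted p = 9.28e-08, limma). The study chose these genes on these libraries, so the test is not independent evidence. Of them 12 were called higher and 1 lower over all genes, and 12 and 1 adjusted over the list alone. Amotl2 was the highest at 1.81 and Arrdc3 the lowest at -2.92. Cit was not tested because its counts were too low. A list of conserved YAP/TAZ target genes, of which 4 are also in a heatmap and Ccn1, Ccn2 and Ankrd1 are labelled in Fig. 2D, is not fully independent of the study's choice either. It gave 18 higher and 3 lower genes among 21 tested, with a median of 1.09 (camera adjusted p = 7.34e-35, limma). In it 15 genes were called higher and 2 lower over all genes, and 16 and 2 adjusted over the list alone. This median moved most without the first stiff library, to 1.28. Ptpn14 was the lowest member at -1.48.
Calcium signaling was read from a list of channel, calmodulin, calcineurin and NFAT genes, which is not the gene set of Fig. 4A. Of its 27 tested genes, 14 were higher and 13 lower, with a median log2 fold change of 0.014 (camera adjusted p = 0.724, limma). This direction turned in each of the 4 fits that left out one wild-type library, to -0.034 without the first soft, -0.019 without the second soft, -0.00099 without the first stiff and -0.027 without the second stiff library. Over all genes 5 were called higher and 5 lower, and 5 and 5 adjusted over the list alone. Rcan2 was the lowest at -1.55. Piezo1 (ENSMUSG00000014444, chromosome 8 from 123208437 to 123278068) was the highest. It rose from 23.6 ± 1.74 to 57.1 ± 3.06 CPM (SD, n = 2), a log2 fold change of 1.28 (standard error 0.081, adjusted p = 3.93e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it overlaps Ctu2 on the other strand, with a mean of 575 counts per library, so its count is uncertain. The lists of Hippo signaling and YAP/TAZ target genes kept an adjusted p under 0.05 under fry and with an estimated correlation, and the calcium list passed neither.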

We confirmed that primary hepatocytes were able to induce nuclear localization of YAP/TAZ by culturing on a stiff hydrogel (Figure 4B). These results suggested that hepatocytes primarily sense matrix stiffness through the YAP/TAZ axis.

**FIGURE 4:**
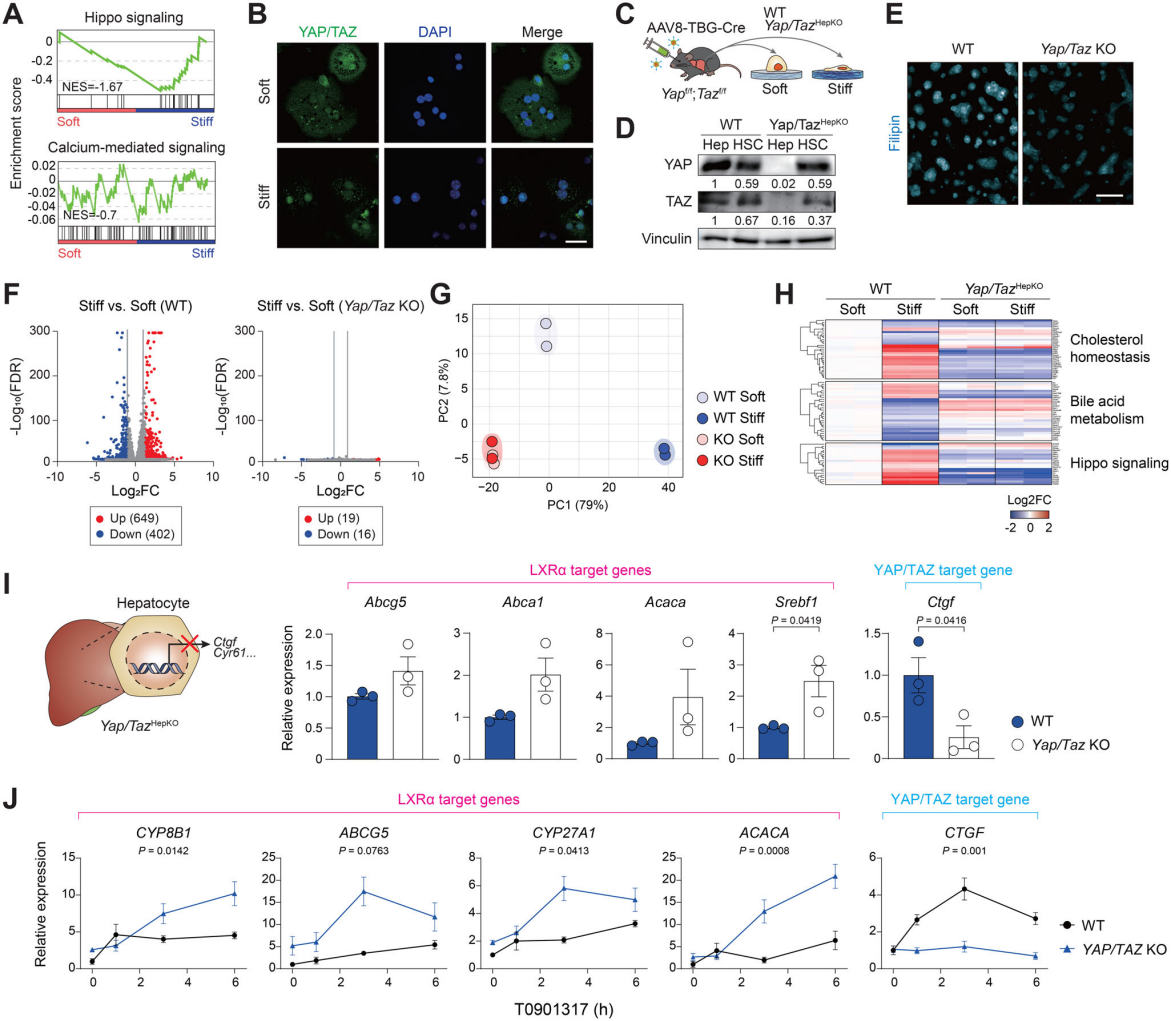
YAP/TAZ mediate mechanotransduction signal to promote cholesterol accumulation in hepatocytes. (A) Gene set enrichment analysis on Hippo signaling and calcium mediated signaling from the differentially expressed genes. (B) Immunofluorescence for YAP/TAZ (green) and DAPI (blue) in mouse primary hepatocytes cultured on soft or stiff hydrogel for 24 h. Scale bar, 50 µm. (C–H), AAV8‐TBG‐Cre or AAV8‐TBG‐Null control virus was injected to *Yap/Taz* ^fl/fl^ mice to yield hepatocyte‐specific *Yap/Taz* knockout (*Yap/Taz* ^HepKO^) or wild‐type (WT) mice, respectively. Each mouse retro‐orbitally received 1 × 10^10^ genomic copies. Primary hepatocytes were isolated after 10 days. (C) Experimental scheme. Primary hepatocytes and hepatic stellate cells from wild‐type and *Yap/Taz* ^HepKO^ were cultured on soft or stiff hydrogel for 24 h. (D) Immunoblot analysis of hepatocytes (Hep) and hepatic stellate cells (HSC) from *Yap/Taz* ^HepKO^ or WT mice. Numbers below each band indicate the relative densitometric values normalized to Vinculin. (E) Filipin staining of primary hepatocytes of the indicated genotype. Scale bar, 50 µm. (F) Volcano plots of RNA‐seq data (*n* = 2). Gene expression from wild‐type (*left*) and *Yap/Taz* KO (*right*) primary hepatocytes cultured on stiff hydrogel vs. soft hydrogel was compared. (G) Principal component analysis (PCA) of metabolic pathways based on gene expression (*n* = 2). (H) Heatmap of differentially expressed genes involved in cholesterol metabolism, bile metabolism, and Hippo signaling pathways (*n* = 2). (I) RT‐qPCR analysis of LXRα target genes in wild‐type and *Yap/Taz* KO hepatocytes (*n* = 3). The data represent the mean ± s.e.m. *p* values were determined by an unpaired two‐tailed Student's *t*‐test. (J) RT‐qPCR analysis for LXRα activity in wild‐type and *YAP/TAZ* KO HEK293 cells (*n* = 3). Cells were treated with T0901317 (10 µM) for the indicated times. Statistical significance was determined by two‐way ANOVA, and *p*‐values indicate the interaction between genotype and time.

To determine whether substrate stiffness modulates LXRα activity in a YAP/TAZ‐dependent manner, we utilized AAV8‐TBG‐Cre virus to delete Yap/Taz in hepatocytes of *Yap* ^fl/fl^;*Taz* ^fl/fl^ mice, with AAV8‐TBG‐Null serving as the wild‐type control (Figure 4C). Ten days post injection, successful deletion of Yap/Taz in hepatocytes was confirmed by immunoblotting (Figure 4D). Filipin staining revealed that cholesterol efflux was significantly increased in the absence of Yap/Taz (Figure 4E). Next, RNA‐seq was conducted on wild‐type and Yap/Taz KO primary hepatocytes under different stiffness conditions (Figure 4F). 

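Hepatocytes from Yap/Taz^HepKO mice and wild-type mice of the same floxed line, injected with the Cre or the Null virus, were cultured on both hydrogels, with 2 libraries per group. The wild-type libraries are those of Fig. 2D. In the knockout, the libraries held 25183704 and 19660694 counts on the soft and 20978555 and 19897990 on the stiff hydrogel. Yap1 (ENSMUSG00000053110, chromosome 9 from 7932000 to 8004597) had 2591 and 1720 counts in the wild-type soft libraries, 2913 and 2651 in the wild-type stiff, 747 and 640 in the knockout soft and 606 and 634 in the knockout stiff libraries. Its log2 fold change between knockout and wild type was -1.68 on the soft hydrogel (standard error 0.064, adjusted p = 2.44e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.20 on the stiff. Wwtr1 (ENSMUSG00000027803, chromosome 3 from 57363070 to 57483331), which encodes TAZ, had 1103 and 748 counts in the wild-type soft libraries, 1325 and 1284 in the wild-type stiff, 410 and 333 in the knockout soft and 335 and 277 in the knockout stiff libraries. Its log2 fold change was -1.37 on the soft (standard error 0.078, adjusted p = 4.32e-10 from edgeR) and -2.13 on the stiff hydrogel. Wwtr1 overlaps Gm16016 on the other strand, which had a mean of 3.25 counts per library. Counts of both genes were lower in each knockout library than in any wild-type library. The replicates of the knockout groups differed by more than sampling noise, with a chi-square per degree of freedom of 3.05 on the soft and 4.47 on the stiff hydrogel.
In knockout hepatocytes, 2 genes were higher and 1 was lower on the stiff than on the soft hydrogel, 3 in all. The alternative that moved this count most was the fit with no filter on low counts, which called 50. With an unadjusted p under 0.05 there were 1077 genes in the knockout, where 714 would be given by chance. Psme2b had a log2 fold change of 0.83 (standard error 0.099, adjusted p = 0.00244 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Psme2 of -0.63 (standard error 0.097, adjusted p = 0.0227 from edgeR). Mup16, named after its values were seen because its mean count was below 100, had a log2 fold change of 5.48 (standard error 0.71, adjusted p = 0.00341 from edgeR) with 6 and 0 counts on the soft and 148 and 106 on the stiff hydrogel. Its size rests on the first knockout soft library, since the second had 0 counts. These genes share 63.6%, 54.7% and 87.4% of their 64-base windows with other genes, in the order given, so each is uncertain. None of the 3 genes was called with robust empirical Bayes or with DESeq2 on the 4 libraries compared at a threshold of 1. DESeq2 on these 4 libraries at the main threshold kept only Psme2b of the 3, and with at least 10 counts in every library Mup16 was not called. Psme2 was also lost with a block for the replicate number (adjusted p = 0.0577 from edgeR) and with DESeq2 on all 8 libraries, and its adjusted p ran from 0.0198 (edgeR) to 0.331 (DESeq2) over the alternatives. Among the 9866 tested genes with no shared window, 0 were called and 854 had an unadjusted p under 0.05.
The stiffness effect itself differed between genotypes for 2405 genes, 1233 with a more positive and 1172 with a more negative change in the knockout, by the interaction term of the same fit. Of the 2754 genes changed in wild-type hepatocytes, 2026 (73.6%) were among them, 2025 with the interaction opposite to the wild-type change. The interaction holds the wild-type change with its sign reversed, so this direction is nearly fixed for genes chosen by that change. The median absolute log2 fold change of the 2754 genes was 0.93 in wild type. In the knockout their median, taken in the wild-type direction, was -0.00022, and 49.9% went in that direction.

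**Figure D1:**
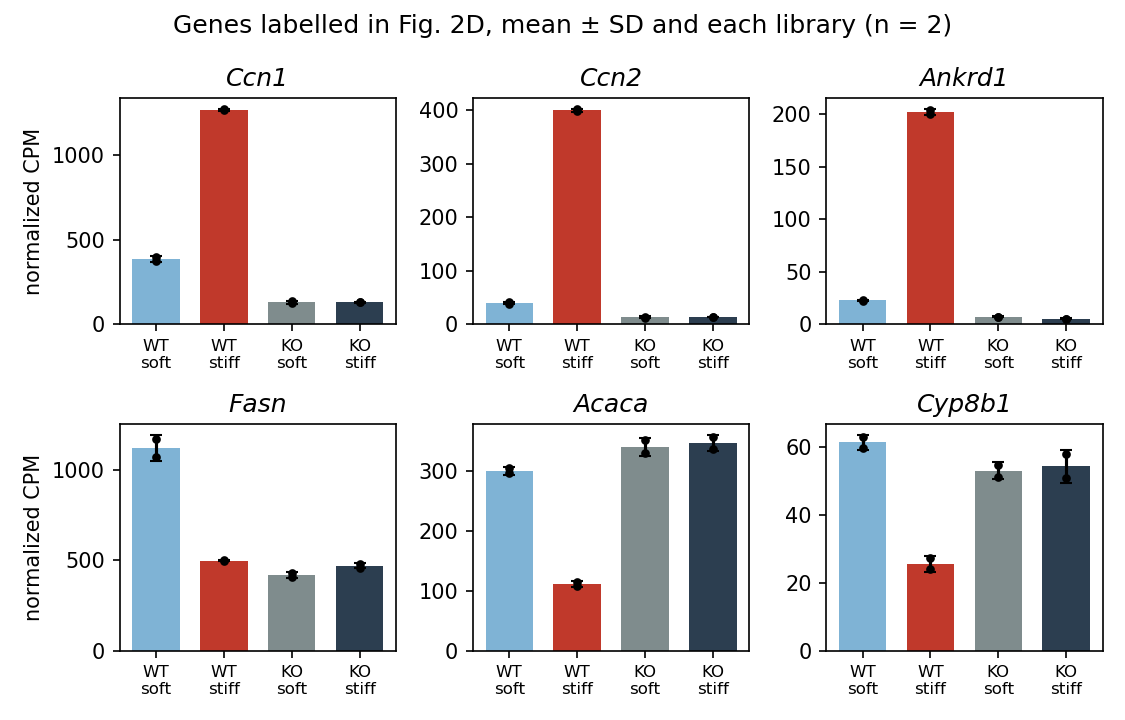
Normalized CPM of the 6 genes labelled in Fig. 2D, in wild-type (WT) and Yap/Taz knockout (KO) hepatocytes on the soft and stiff hydrogels. Bars give the mean, error bars the SD and points each library (n = 2), and Ccn1 rises to 1267 CPM on the stiff hydrogel in wild type and stays at 131 CPM in the knockout.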

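Principal components were computed with prcomp from DESeq2's variance-stabilized values of the 25810 genes with a count in any of the 8 libraries, centred and not scaled. The first component held 64.3% and the second 9.28% of the variance. On the first component, the wild-type libraries lay at -0.813 and -1.24 on the soft and at 45.8 and 45.6 on the stiff hydrogel. The Yap/Taz knockout libraries lay at -21.7 and -22.4 on the soft and at -22.7 and -22.5 on the stiff hydrogel. Over the first 2 components, the mean distance from a stiff to a soft library was 52.3 ± 2.17 in wild type and 2.15 ± 1.82 in the knockout (SD over the pairs of libraries, n = 2 per group), a ratio of 0.0411. The 2 knockout replicates lay 0.850 apart on the soft and 3.64 on the stiff hydrogel, so the knockout distance was within the spread between its stiff replicates. Without the first or the second wild-type soft library the ratio was 0.0960 or 0.123, and without the first or the second knockout stiff library it was 0.0105 or 0.0705. Over all components the mean distance was 56.9 in wild type and 32.4 in the knockout, where replicates of one group were 30.4 to 32.8 apart, and the ratio was 0.569. Of the other inputs tried, the 500 genes with the highest variance moved the share of the first component most, to 91.5%. No test was applied to these distances. 

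**Figure D2:**
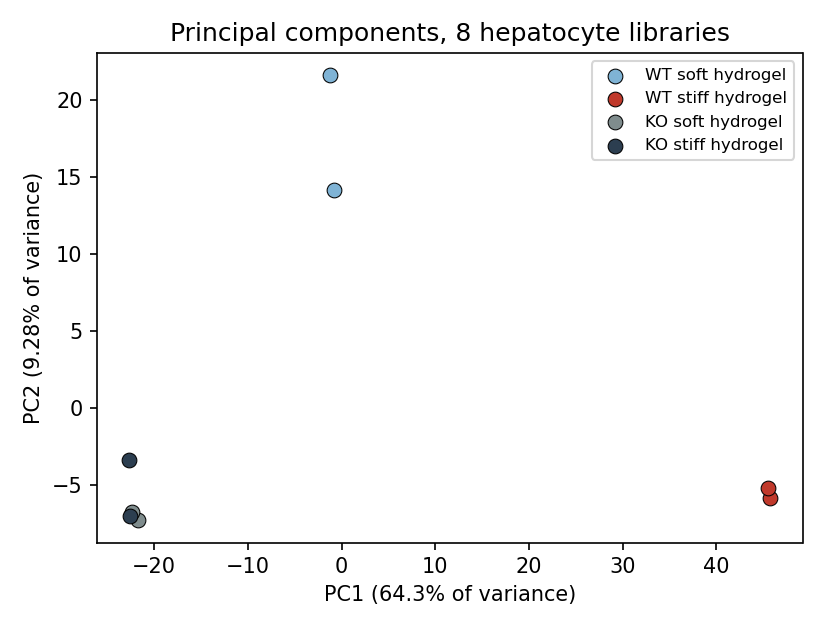
First and second principal component of the 8 libraries, 2 for each genotype and hydrogel, with the share of variance on each axis. The 4 knockout libraries lie between -22.7 and -21.7 on the first component, and the wild-type libraries on the stiff hydrogel lie at 45.6 and 45.8.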

Strikingly, the principal component analysis (PCA) of gene expression revealed that stiffness‐induced gene alternation was significantly abrogated in the absence of Yap/Taz, highlighting that hepatocytes rely heavily on Yap/Taz for mechanotransduction signaling (Figure 4G). Specifically, the transcriptional regulation of mechanosensitive genes associated with cholesterol homeostasis, bile metabolism, and the Hippo signaling pathway was also dependent on the presence of Yap/Taz (Figure 4H; Figure S3). Additionally, RT‐qPCR analysis confirmed that the expression of cholesterol exporters such as *Abca1* and *Abcg5* was modestly increased in Yap/Taz KO hepatocytes (Figure 4I). 

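The difference between genotypes in the stiffness effect was tested on the heatmap genes, which the study chose on these libraries, through the interaction term (knockout change minus wild-type change). For the 31 cholesterol homeostasis genes its median was -0.52 (camera adjusted p = 4.94e-04, limma), while the knockout's own median change on the stiff hydrogel was 0.027, and 0.0052 without the second knockout stiff library. Over all genes tested 5 were called with a more positive and 15 with a more negative change in the knockout, and 5 and 15 adjusted over the list alone. For the 28 bile acid metabolism genes the interaction median was 0.44 (camera adjusted p = 7.26e-06, limma) and the knockout's median change was -0.012, and -0.027 without the second knockout stiff library. The calls were 11 more positive and 5 more negative over all genes, and 13 and 6 adjusted over the list alone. For the 19 tested Hippo signaling genes the interaction median was -0.76 (camera adjusted p = 3.49e-06, limma), and the knockout's median was -0.013, which turned to 0.0029 without the first knockout soft library and to 0.0017 without the second and was -0.0045 without the second knockout stiff library. Here 1 was called more positive and 13 more negative, over all genes and adjusted over the list alone. In knockout hepatocytes 0 of the 76 tested genes of the 3 heatmaps were called on the stiff against the soft hydrogel, and 4 had an unadjusted p under 0.05. Gpx8 had the largest knockout change of the cholesterol genes, a log2 fold change of 0.74 from 5 and 6 counts on the soft to 8 and 9 on the stiff hydrogel. In the lists of YAP/TAZ and of LXRα targets, each with 4 genes that are also in a heatmap, the interaction median was -1.18 and 0.46. All 11 of 11 tested LXRα targets had a more positive change in the knockout. Their level against wild type differed by hydrogel. On the soft hydrogel the median for knockout against wild type was -0.21, with 4 LXRα targets higher and 7 lower. On the stiff hydrogel it was 0.24, with 8 higher and 3 lower. The lists of the 3 heatmaps kept an interaction p under 0.05 under fry and with an estimated correlation. The largest shift of these heatmap medians from one omitted library was that of the Hippo genes, to -0.86 without the first knockout stiff library. The paper reasons from the component analysis and these heatmaps that hepatocytes depend on Yap/Taz for mechanotransduction and for the regulation of these genes.

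**Figure D3:**
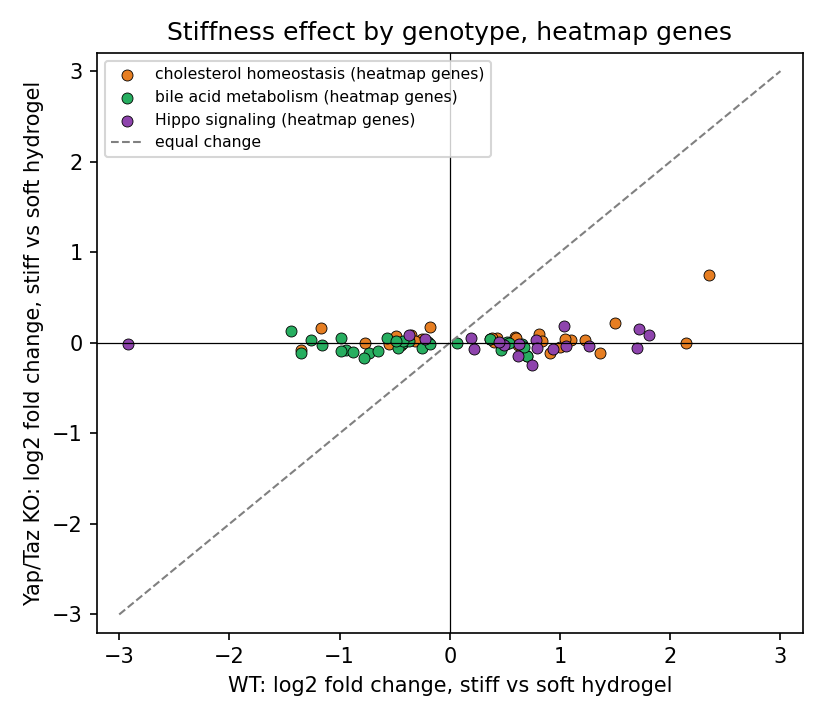
Log2 fold change on the stiff against the soft hydrogel in wild-type (horizontal axis) and Yap/Taz knockout (vertical axis) hepatocytes for the genes of the cholesterol homeostasis, bile acid metabolism and Hippo signaling heatmaps, 1 point per gene. The dashed line marks equal change, and the points lie near 0 on the vertical axis, with Gpx8 the highest at 0.74.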

In YAP/TAZ KO HEK293 cells established by CRISPR‐Cas9, induction of LXRα target genes by T0901317 treatment was dramatically sensitized (Figure 4J), indicating a basal repressive role of YAP/TAZ.

### 2.5 LXRα Activity is Regulated by the Hippo Pathway

In non‐regenerating adult liver, YAP/TAZ are dominantly repressed by the Hippo pathway kinases Large Tumor Suppressor 1 and 2 (LATS1/2), contributing to the maintenance of organ size [28, 29]. To assess if YAP/TAZ‐mediated repression of LXRα is under control of canonical Hippo pathway signaling, we analyzed livers from hepatocyte‐specific *Lats1/2* KO mice, in which YAP/TAZ are constitutively active [30]. In the *Lats1/2* KO liver, LXRα target gene expression was significantly lower, whereas Yap/Taz target genes (e.g., *Cyr61* and *Ctgf*) were higher when compared to the wild‐type liver (Figure 5A). To further understand whether YAP/TAZ activation impairs transcriptional activity of LXRα, *LATS1/2* KO HEK293 cells were treated with T0901317. RT‐qPCR analysis confirmed the suppressive role of constitutively activated YAP/TAZ on LXRα, as T0901317 failed to induce LXRα target gene expression in the *LATS1/2* KO cells, in contrast to the amplified *CTGF* transcription (Figure 5B).

**FIGURE 5:**
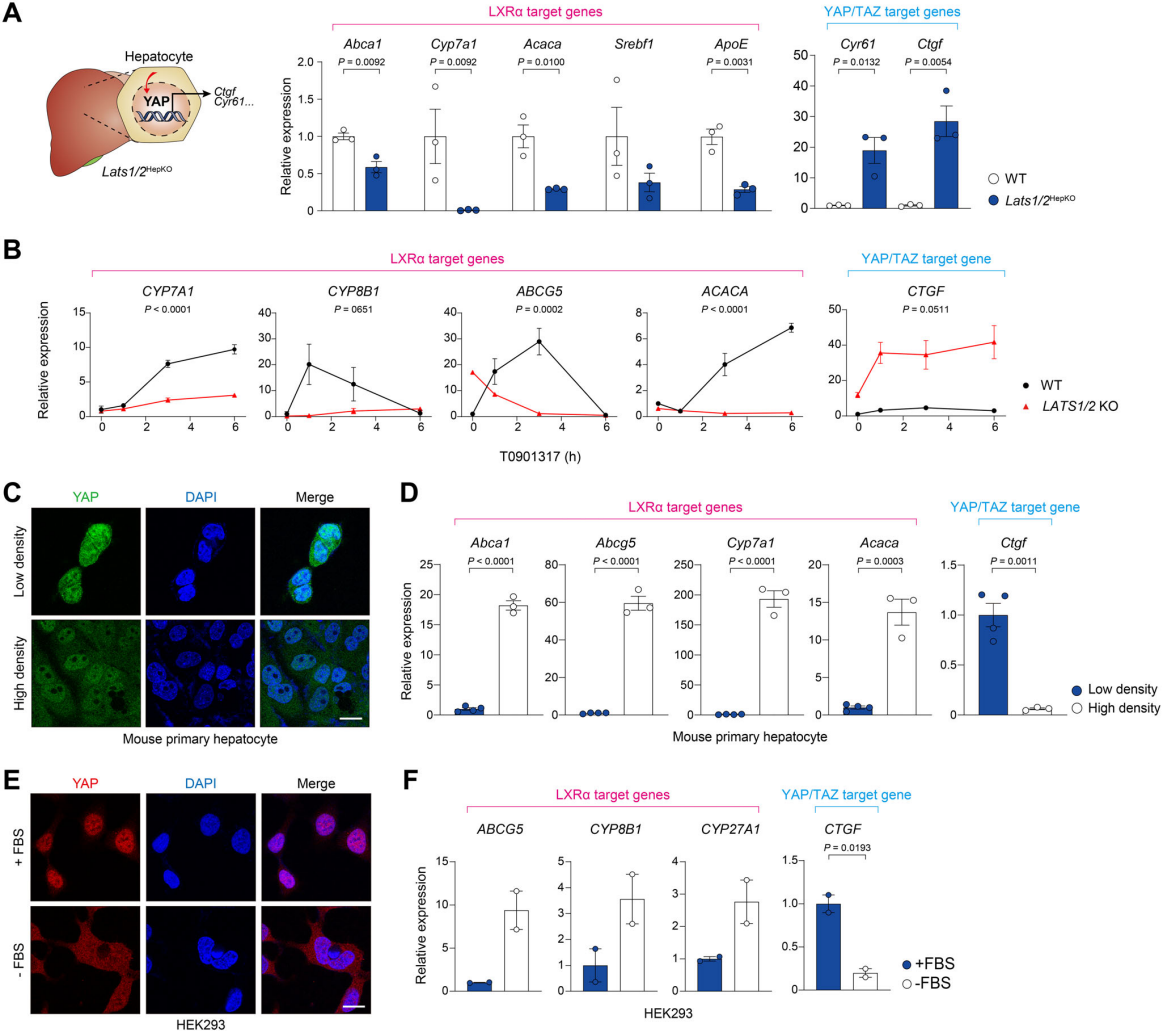
YAP/TAZ activity regulates LXRα signaling and cholesterol metabolism. (A) RT‐qPCR analysis of LXRα target genes involved in cholesterol metabolism (*n* = 3). Bulk livers from *Lats1/2* ^HepKO^ or WT mice were analyzed. (B) RT‐qPCR analysis of LXRα target gene induction in wild‐type and *LATS1/2* KO HEK293 cells (*n* = 2). Cells were serum‐starved for 15 h and treated with T0901317 (100 µM) for the indicated times. Statistical significance was determined by two‐way ANOVA, and *p*‐values indicate the interaction between genotype and time. (C and D) Mouse primary hepatocytes cultured at low (30% confluence) or high (100% confluence) density for 24 h. (C) Immunofluorescence for YAP/TAZ (green) and DAPI (blue). (D) Effect of cell density on LXRα activity (*n* = 4 or 3). RT‐qPCR analysis of LXRα target gene induction is shown. (E and F) HEK293 cells with serum‐starved for 15 h. (E) Immunofluorescence for YAP/TAZ (red) and DAPI (blue). (F) Effect of serum starvation on LXRα activity (*n* = 2). RT‐qPCR analysis of LXRα target gene induction is shown. Data are presented as the mean ± s.e.m. *p*‐values were determined by an unpaired two‐tailed Student's *t*‐test. ns, not significant.

LATS1/2 are regulated by a variety of extrinsic biophysical and biochemical cues through upstream Hippo pathway kinases [31]. We sought to determine whether Hippo pathway modulation universally controls LXRα activity, irrespective of the specific upstream stimuli. We confirmed that high cell density induced cytoplasmic relocation of Yap/Taz in primary hepatocytes (Figure 5C). High cell density, a condition known to reduce Yap/Taz activity, dramatically increased LXRα target gene transcription and decreased Yap/Taz target gene expression in mouse primary hepatocytes (Figure 5D). Similarly, serum deprivation produced a similar effect, confirming that a reduction in YAP/TAZ activity (Figure 5E) commonly leads to derepression of LXRα (Figure 5F). These data suggest a pivotal interplay between YAP/TAZ and LXRα, providing mechanistic insight into how stiff substrate induces cholesterol accumulation in hepatocytes.

### 2.6 YAP/TAZ Inhibit LXRα Independently of Its Transcriptional Activity

The Hippo pathway controls YAP/TAZ activity through their nuclear localization, which is tightly prevented by LATS1/2‐mediated phosphorylation on multiple serine residues (Figure 6A) [31]. We generated AML12 cells stably expressing 5SA‐YAP, a constitutively nuclear mutant YAP with all of the LATS1/2 phosphorylation sites mutated to alanine. As expected, cells with 5SA‐YAP efficiently prevented cholesterol efflux facilitated by LXRα in T0901317‐treated cells (Figure 6B). In wild‐type cells, the expression of LXRα target genes such as *Abcg1, Abca1, Acaca*, and *Srebf1* increased after T0901317 treatment (Figure 6C). However, in cells expressing 5SA‐YAP, the induction of these genes was significantly repressed (Figure 6D). Reporter gene assay confirmed that LXR‐responsive element (LXRE)‐dependent promoter activity is repressed when YAP is present in the nucleus (Figure 6E). We thus tested whether YAP/TAZ inhibit LXRα in coordination with their transcriptional partner TEAD. Given that Ser 94 is indispensable for TEAD binding [32], we introduced a 5SA/S94A mutant YAP, which constitutively resides in the nucleus but cannot form YAP‐TEAD heterodimer for transcriptional activation. Unexpectedly, 5SA/S94A‐YAP still retained suppressive activity on LXRα (Figure 6F,G), suggesting that YAP/TAZ may directly interact with LXRα activity within the nucleus independently of their role as transcriptional coactivators.

**FIGURE 6:**
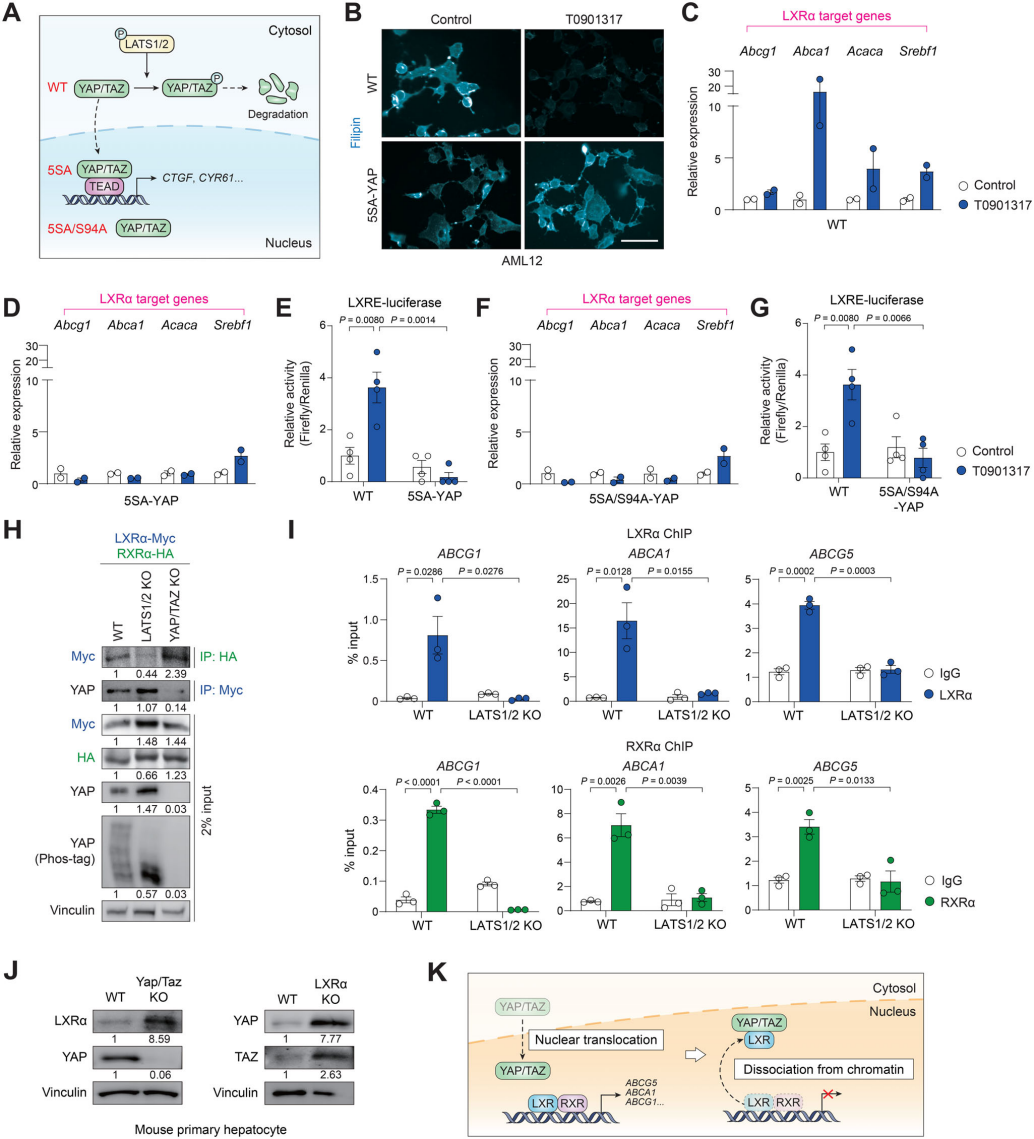
Direct association with YAP inhibits LXRα in the nucleus. (A) A schematic diagram showing the location of YAP with different mutations. In contrast to wild‐type (WT), 5SA mutant is constitutively nuclear due to the lack of phosphorylation by LATS1/2. 5SA/S94A mutant resides in the nucleus but can neither interact with TEAD or induce its canonical target genes. (B) Filipin staining. AML12 cells stably expressing wild‐type YAP or 5SA‐YAP were serum‐starved overnight and treated with T0901317 (10 µM) for 6 h. Scale bar, 50 µm. (C) RT‐qPCR analysis of LXRα target gene induction in cells expressing wild‐type YAP (*n* = 2). AML12 cells were serum‐starved overnight and treated with T0901317 (10 µM) for 6 h. (D) RT‐qPCR analysis of LXRα target gene induction in cells expressing 5SA‐YAP (*n* = 2). Cells were treated as in (C). (E) LXRE reporter activity in wild‐type or 5SA‐YAP cells (*n* = 4). AML12 cells were transfected with a firefly luciferase reporter plasmid containing a synthetic 3xLXRE promoter and treated with T0901317 (10 µM) for 6 h. Renilla luciferase activity was used for normalization. (F) RT‐qPCR analysis of LXRα target gene induction in cells expressing 5SA/S94A‐YAP (*n* = 2). Cells were treated as in (C). (G) LXRE reporter activity in 5SA/S94A‐YAP cells (*n* = 4). Cells were treated as in (e), and the values of wild‐type cells, performed at the same time, were shared. (H) Co‐immunoprecipitation assay of LXRα and RXRα in wild‐type, LATS1/2 KO, and YAP/TAZ KO cells. HEK293 cells of the indicated genotype were transfected with LXRα‐Myc and RXRα‐HA vectors for 24 h (*n* = 3). Cell lysates were immunoprecipitated with Myc or HA antibodies. YAP phosphorylation was determined by Phos‐tag immunoblotting. Numbers below each band indicate the relative densitometric values normalized to Vinculin. (I) Chromatin immunoprecipitation (ChIP) assay (*n* = 3). Association of LXRα (*top*) or RXRα (*bottom*) to the LXRα‐binding regions on ABCG1, ABCA1, and ABCG5 promoters was analyzed in wild‐type and LATS1/2 KO HEK293 cells. Cells were co‐transfected with LXRα‐Myc and RXRα‐HA for 24 h prior to fixation. For input control, 2% of cross‐linked lysates were used. (J) Immunoblot analysis of primary hepatocytes from wild‐type (WT) mice or Yap/Taz KO or LXRα KO. Numbers below each band indicate the relative densitometric values normalized to Vinculin. (K) A schematic diagram showing the role of YAP/TAZ‐mediated inhibition of LXR. Data are presented as the mean ± s.e.m. *p* values were determined by an unpaired two‐tailed Student's *t*‐test.

### 2.7 YAP/TAZ Abolish LXRα‐RXRα Heterodimerization and DNA Binding

To further understand how YAP/TAZ interferes with LXRα activity, we investigated the physical association between LXRα and its indispensable heterodimer partner, Retinoid X receptor alpha (RXRα). In wild‐type cells, LXRα co‐immunoprecipitated with RXRα as expected. However, this interaction was abolished in *LATS1/2* KO cells (Figure 6H). Conversely, *YAP/TAZ* KO cells exhibited stronger heterodimer binding compared to wild‐type cells, indicating that YAP/TAZ act as native inhibitor of the complex formation in the nucleus. Notably, YAP also co‐immunoprecipitated with LXRα in *LATS1/2* KO cells, raising the possibility that YAP competes with RXRα for LXRα binding.

Heterodimerization with RXRα significantly increases the DNA binding affinity of LXRα [33], which is crucial for the effective regulation of target gene expression. Chromatin immunoprecipitation (ChIP) using an anti‐LXRα antibody revealed that LXRα binding to LXREs in the promoters of target genes *ABCG1, ABCG5*, and *ABCA1*, was abolished in *LATS1/2* KO cells (Figure 6I). This suggests that YAP/TAZ‐mediated dissociation from RXRα leads to impaired DNA binding of LXRα. Additional ChIP experiment using an anti‐RXRα antibody showed that YAP/TAZ also dissociates RXRα from the promoter regions of LXRα target genes. Of note, LXRα protein levels were significantly higher in *Yap/Taz* KO hepatocytes, suggesting that Yap/Taz may also promote destabilization of LXRα (Figure 6J). On the other hand, the expression of YAP and TAZ was higher in LXRα KO hepatocytes, demonstrating a mutually suppressive inhibitory regulation between these factors. These findings reveal a novel mechanism by which YAP/TAZ activity disrupts LXRα‐RXRα heterodimerization, impairs LXRα DNA binding, and further promotes its turnover (Figure 6K).

### 2.8 Ablation of Yap/Taz in Hepatocytes Ameliorates Cholesterol‐Induced Liver Fibrosis

Based on our findings that YAP/TAZ activation by increased stiffness promotes cholesterol accumulation, we hypothesized that deletion of YAP/TAZ would prevent hepatocyte cholesterol accumulation during liver fibrosis progression. When comparing mice fed with a high‐fat diet (HFD) or a similar diet with added cholesterol (HFHC), only HFHC diet showed prominent induction of liver fibrosis with a significant induction of total and free cholesterol levels accompanying the increase in liver stiffness (Figure 1F–H). Thus, *Yap* ^fl/fl^;*Taz* ^fl/fl^ mice were injected with AAV8‐TBG‐Cre virus to establish hepatocyte‐specific *Yap/Taz* KO mice (*Yap/Taz* ^HepKO^) and subjected to the cholesterol‐induced fibrosis model (Figure 7A). Gene deletion occurred in virtually all hepatocytes after 10 days of virus injection, indicated by Cre‐mediated expression of tdTomato fluorescence (Figure 7B,C). The ablation of YAP expression was also confirmed by immunoblotting (Figure 7D).

**FIGURE 7:**
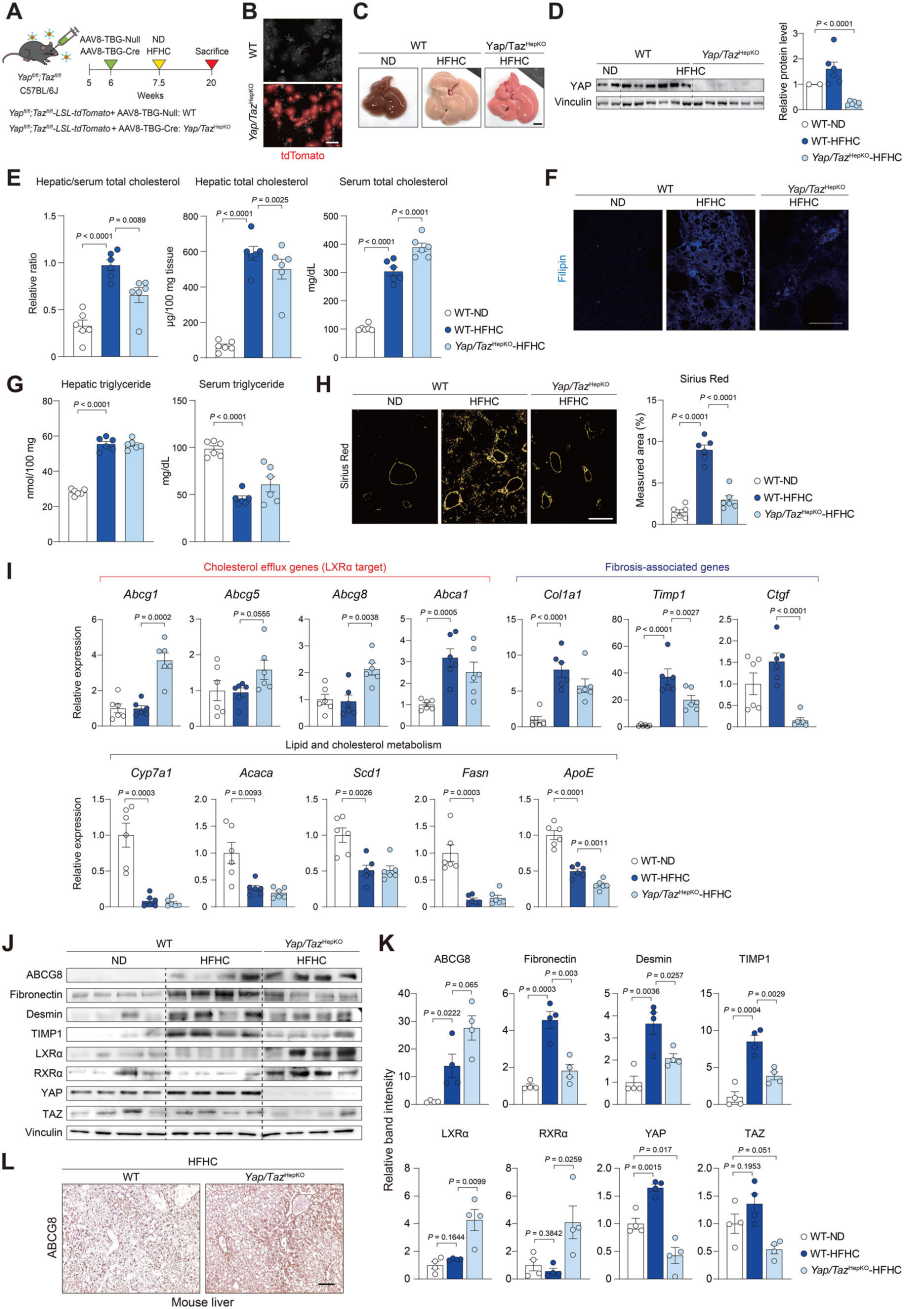
Yap/Taz ablation prevents cholesterol accumulation in the liver and ameliorates cholesterol‐induced liver fibrosis. (A–L) AAV8‐TBG‐Cre or AAV8‐TBG‐Null control virus was injected into Yap/Taz^fl/fl^ mice to yield hepatocyte‐specific *Yap/Taz* knockout (*Yap/Taz* ^HepKO^) or wild‐type (WT) mice, respectively. The mice were then fed with a normal diet (ND) or a high‐fat, high‐cholesterol diet (HFHC) for 12 weeks (*n* = 6). (A) Experimental scheme. (B) Fluorescence images for tdTomato expression in primary hepatocytes. Scale bar, 50 µm. (C) Gross appearance of mouse liver. Scale bar, 5 mm. (D) Immunoblotting for YAP to validate complete gene deletion in mouse liver and quantification of protein levels (*n* = 2 or 6). (E) Total cholesterol levels in the liver and serum. The relative ratio of liver‐to‐serum cholesterol levels was compared. Liver cholesterol levels were normalized to the tissue weight. (F) Representative images of Filipin staining for cholesterol. Scale bar, 50 µm. (G) Triglyceride levels in the liver and serum. (H) Sirius Red staining of liver sections. Scale bar, 50 µm (*left*). Sirius Red‐fibrosis collagen area was quantified under polarized light (*right*). (I) RT‐qPCR analysis of genes associated with cholesterol efflux genes (LXR‐target), fibrosis‐associated genes, and lipid and cholesterol metabolism genes. (J) Immunoblotting of YAP, TAZ, LXRα, RXRα, and fibrogenic proteins in mouse liver (*n* = 4). (K) Quantification of protein levels shown in J. **(L)** Immunostaining of human liver sections for ABCG8. Scale bar, 50 µm. Data are presented as the mean ± s.e.m. *P* values were determined by an unpaired two‐tailed Student's *t*‐test.

After 12 weeks of HFHC diet feeding, biochemical analysis of liver tissues indicated a clearly lower liver‐to‐serum cholesterol ratio in *Yap/Taz* ^HepKO^ mice, suggesting that loss of *Yap/Taz* resulted in derepression of hepatic cholesterol efflux (Figure 7E). Filipin staining showed significantly suppressed hepatic free cholesterol accumulation in *Yap/Taz* ^HepKO^ mice when compared to the wild‐type mice upon HFHC diet feeding. (Figure 7F). On the other hand, triglyceride levels were not affected by deletion of *Yap/Taz* in our models (Figure 7G). This suggests that Yap/Taz primarily affects cholesterol efflux rather than fatty acid storage during fibrosis. Cholesterol‐induced fibrosis progression was also significantly delayed in *Yap/Taz* ^HepKO^ mice, as evidenced by Sirius Red staining (Figure 7H). As expected, expression of LXRα target genes involved in cholesterol efflux was higher in Yap/Taz^HepKO^ (Figure 7I). This was also confirmed by immunoblot and immunohistochemical analyses. (Figure 7J–L). Because hepatic deletion of *Abcg5/8* impairs biliary cholesterol secretion and drives hepatic cholesterol accumulation to liver injury [34], the increased expression of ABCG8 observed in *Yap/Taz* ^HepKO^ mice supports the protective effect of Yap/Taz loss against cholesterol accumulation. To determine whether Yap/Taz is also involved in intrahepatic cholesterol levels without elevated stiffness, we compared the mice on a simple high‐fat diet with no added cholesterol (Figure S4A–C). Interestingly, significant differences in cholesterol metabolism or fibrosis progression between genotypes were not present (Figure S4D–H). These suggest that the YAP/TAZ‐mediated cholesterol regulation is more substantial in stiff livers where mechanotransduction becomes apparent.

### 2.9 Cholesterol‐Associated LXRα Target Genes Inversely Correlate with Liver Stiffness in Patients with MASLD

To expand our findings on the mechanosensitive regulation of YAP/TAZ and LXRα in clinical settings, we analyzed liver tissues from MASLD patients with varying degrees of liver stiffness. A total of 229 MASLD patients were categorized into soft (<5 kPa), medium (5–8 kPa), and stiff (>8 kPa) subgroups according to liver stiffness as measured by transient elastography (Figure 8A,B). Transcriptomic analysis of liver tissues revealed that transcript levels of LXRα target genes associated with cholesterol efflux were significantly diminished in medium and/or stiff livers when compared to soft livers (Figure 8C). Conversely, YAP/TAZ target genes were significantly upregulated with increasing stiffness. The inverse correlation between liver stiffness and LXRα target gene expression confirmed our findings that LXRα is mechanically regulated in the liver. Intriguingly, this expression pattern could not be observed when patients are grouped according to fibrosis stages (Figure 8D), suggesting that liver stiffness may serve as a valuable diagnostic parameter for estimating the metabolic status, supported by a direct mechanistic link to hepatocyte function. Immunohistochemical analysis confirmed lower ABCG8 expression and higher YAP activity in stiff livers when compared to soft livers (Figure 8E). Additionally, hepatocyte‐directed analysis of single‐cell RNA‐seq data [35] revealed downregulation of LXRα target genes associated with cholesterol efflux, with increased *CTGF* and *CYR61* expression in cirrhotic livers (Figure 8F). Taken together, our results highlight the stiffness‐associated accumulation of hepatic cholesterol in patients with MASLD and reveal the mechanosensitive inhibition of LXRα by YAP/TAZ as the underlying mechanism (Figure 8G).

**FIGURE 8:**
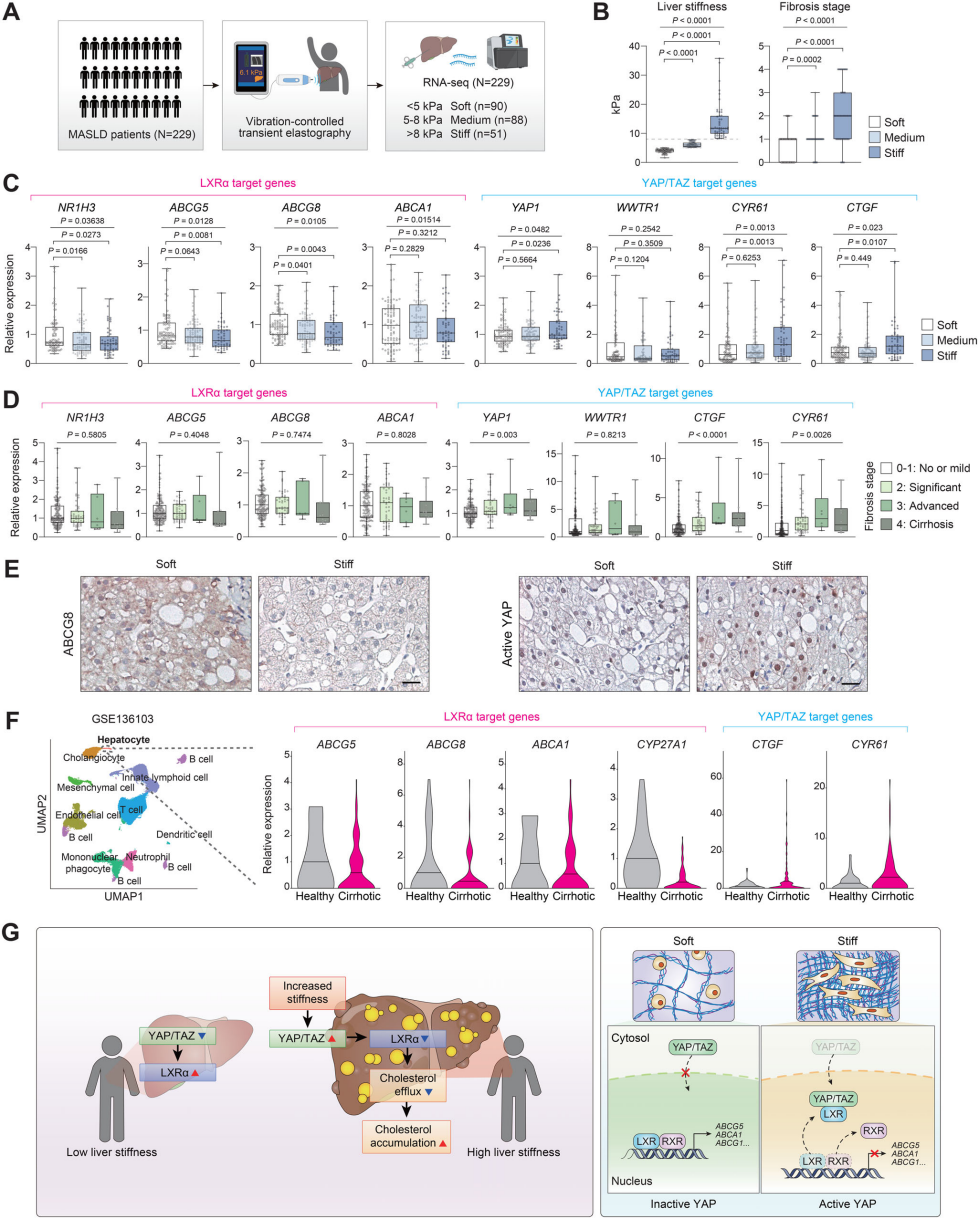
Hepatic LXRα target gene expression inversely correlates with liver stiffness in MASLD patients. (A–E) Individuals with MASLD were subjected to transient elastography (*N* = 229). Liver biopsies were taken and analyzed for RNA‐sequencing. (A) Study design. Patients were categorized into Soft (<5 kPa, *n* = 90), Medium (5–8 kPa, *n* = 88), and Stiff (>8 kPa, *n* = 51) groups based on liver stiffness. (B) Liver stiffness and fibrosis stage of patients in each group. The dotted line indicates 8 kPa. (C) Relative mRNA levels of LXRα and YAP/TAZ target genes from RNA‐seq in each stiffness group. (D) Relative mRNA levels of LXRα and YAP/TAZ target genes in patients grouped for fibrosis stage (*n* = 168, 45, 6, and 10). (E) Immunostaining of human liver sections for ABCG8 and active YAP. Scale bar, 100 µm. (F) Single‐cell RNA‐seq analysis of cirrhotic and healthy human livers (*n* = 5 each). From clusters of single cells by cell lineage, hepatocytes were analyzed for LXRα and YAP/TAZ target gene expression. The data were extracted from GSE136103. (G) A proposed model for the current study. Stiff livers from MASLD patients show elevated cholesterol accumulation, driven by YAP/TAZ‐mediated LXRα repression. In the nucleus, YAP/TAZ disrupts LXRα‐RXRα dimerization. Data are presented as the mean ± s.e.m. *p*‐values across more than two groups were determined by one‐way ANOVA with Bonferroni's multiple comparisons test. *p‐*values for individual groups compared to the control were determined by an unpaired Student's *t*‐test.

## 3 Discussion

Increased stiffness is a hallmark of liver fibrosis. However, little is known about how it impacts hepatocyte functions. In this study, we found that matrix stiffness acts as a mechanical cue regulating hepatic cholesterol levels. Our analysis of human MASLD livers demonstrated a strong association between intrahepatic cholesterol and liver stiffness. Hepatocytes cultured on stiff hydrogels spontaneously accumulated more cholesterol. Mechanistically, stiffness‐mediated activation of YAP/TAZ repressed LXRα activity by disrupting its heterodimerization with RXRα. Indeed, *Yap/Taz* ^HepKO^ mice were more resistant to hepatic cholesterol accumulation and fibrosis progression compared with wild‐type mice. Transcriptomic analysis of MASLD patient livers further confirmed an inverse correlation of LXRα target gene expression with liver stiffness and YAP/TAZ target gene expression.

The current dogma for liver fibrosis development in MASLD is that damaged hepatocytes secrete paracrine factors to activate hepatic stellate cells, in which prolonged directional intercellular communication results in excessive accumulation of extracellular matrix (ECM) [36]. Due to this process, the liver undergoes significant remodeling during the progression of liver fibrosis, which involves changes in mechanical properties beyond the physiological range. The current study proposes that changes in liver stiffness are not merely a terminal phenotypic outcome of fiber accumulation. These findings highlight a mechanosensitive feedback loop in which fibrosis‐induced stiffness exacerbates hepatocyte cholesterol accumulation and dysfunction, thereby further accelerating fibrogenesis. While early‐stage disease may respond to interventions targeting steatosis or inflammation, the mechanical remodeling that accompanies fibrosis appears to reinforce disease progression by directly impairing hepatocyte metabolism. This underscores the clinical importance of early therapeutic intervention and suggests that monotherapies directed at hepatocytes may be insufficient once tissue stiffening has taken place.

Based on our results, it can be predicted that responses to treatments such as LXRα modulators may vary depending on liver stiffness. Despite promising preclinical evidence, clinical attempts to control cholesterol levels with LXRα ligands have been unsuccessful due to a lack of efficacy and unwanted adverse effects [37]. Interestingly, similar observations have been made with Resmetirom, another nuclear receptor agonist, whose efficacy appears to diminish in patients with advanced fibrosis. While this has been primarily attributed to irreversible liver damage, our findings raise the possibility that tissue stiffening impairs nuclear receptor signaling, thereby contributing to reduced drug responsiveness in fibrotic livers.

The mechanosensitive pathway we identified represents a potential therapeutic target for MASLD intervention. Current therapeutic approaches focus primarily on metabolic interventions such as GLP‐1 receptor agonists, which have shown promise in reducing liver steatosis and fibrosis markers as measured by transient elastography [38]. However, our findings suggest that targeting the mechanotransduction pathway itself could provide complementary benefits. For instance, targeting integrin‐mediated mechanosignaling pathways has shown promise for treating liver fibrosis [39]. Thus, small‐molecule inhibitors of YAP/TAZ currently being developed for cancer treatment could potentially be repurposed for liver disease [11, 40]. Additionally, targeting downstream effectors of the mechanotransductive pathway, such as specific cholesterol efflux transporters, might provide additional therapeutic approaches.

While our study provides compelling evidence for mechanosensitive regulation of hepatic cholesterol metabolism, several limitations should be acknowledged. First, our in vitro experiments utilized simplified hydrogel systems that may not fully recapitulate the complex mechanical environment of the fibrotic liver. The liver ECM undergoes significant compositional changes during fibrosis progression, beyond just stiffness alterations, which could influence mechanotransduction pathways. In addition, our patient cohort was limited to a single ethnicity, which warrants further validation in diverse populations for generalization. Nonetheless, this study reveals a novel mechanosensitive pathway that creates a vicious cycle where fibrosis‐induced stiffness promotes further cholesterol accumulation and disease progression, providing new insights into MASLD pathophysiology and identifying potential therapeutic targets for intervention. The identification of YAP/TAZ as key hepatic mechanosensors regulating cholesterol homeostasis emphasizes the importance of considering biomechanical factors in liver disease pathogenesis and treatment, potentially leading to more effective strategies to target fibrosis.

## 4 Experimental Sections

### 4.1 Patients

We constructed a prospective cohort from the ongoing Boramae MASLD registry (NCT02206841) [41]. Study participants (*N* = 229) consisted of Korean individuals, aged 19–80, who visited Seoul Metropolitan Government Boramae Medical Center (Table S1). All participants were informed of the study protocol, provided written and signed consent, then after overnight fasting underwent liver biopsy for histological characterization, and vibration‐controlled transient elastography (Fibroscan, Echosens, France) for measuring liver stiffness, respectively, at the same time. Liver tissues were subjected to total RNA isolation for bulk RNA sequencing as previously described elsewhere [42]. Fibrosis staging was assessed according to a 5‐point scale proposed by Brunt and modified by Kleiner et al. [43]. Of the 229 participants with bulk RNA sequencing, 34 subjects with available frozen liver tissues were subjected to hepatic cholesterol quantification assay (Table S2). The study was conducted in accordance with the Declaration of Helsinki and was approved by the Institutional Review Board of Seoul Metropolitan Government Boramae Medical Center (IRB No. 16‐2013‐45).

### 4.2 Animals

LXRα KO mice (#013762; The Jackson Laboratory, ME) were originally established by Dr. David Mangelsdorf (University of Texas, Southwestern). *Yap* ^fl/fl^ mice (#027929; The Jackson Laboratory) and *Taz^f^* ^l/fl^ mice (#032669; The Jackson Laboratory), established by Dr. Eric Olson (University of Texas, Southwestern), were bred to yield *Yap* ^fl/fl^;*Taz* ^fl/fl^;ROSA26‐LSL‐tdTomato mice. For hepatocyte‐specific *Yap/Taz* knockout (*Yap/Taz* ^HepKO^), the *Yap* ^fl/fl^;*Taz* ^fl/fl^ male mice of 7 or 8 weeks old age were intravenously administered with AAV8‐TBG‐Cre virus. As a result, Cre recombinase expression driven by the TBG (thyroxine‐binding globulin) promoter deleted the floxed *Yap* and *Taz* alleles specifically in hepatocytes and simultaneously induced expression of the tdTomato fluorescent reporter. Control mice were given AAV8‐TBG‐Null virus. Hepatocyte‐specific *Lats1/2* KO mice were established in a previous study [30].

For multiple MASLD models, 6‐week‐old male C57BL/6J mice (DBL, Republic of Korea) were randomly grouped. After 1 week of adaptation, mice were fed a chow diet (#38057; Purina, MO), high‐fat diet (#TD88173; Envigo, IN), high‐fat high‐cholesterol diet (#TD02028; Envigo), western diet with fructose, glucose water, or choline‐deficient, L‐amino acid‐defined, high‐fat diet (#A06071302; Research diets, NJ) for 12 weeks [44].

For the progressive MASLD model, 6‐week‐old male C57BL/6J mice were randomly grouped. After 1 week of adaptation, mice were fed choline‐deficient, L‐amino acid‐defined, high‐fat diet for 2 (steatosis), 4 (steatohepatitis), and 12 (fibrosis) weeks, respectively. For the cholesterol‐induced fibrosis experiment, mice were given a high‐fat diet or a high‐fat, high‐cholesterol diet for 12 weeks.

For all experiments, sample sizes were kept minimal based on previous experiences without statistical methods, and animals were randomly allocated to experimental groups with no blinding. Mice were bred and maintained under specific pathogen‐free conditions with a 12‐h dark/12‐h light cycle and controlled temperature and humidity. Animal studies were approved by the Institutional Animal Care and Use Committee of Seoul National University (SNU‐240319‐2, SNU‐220803‐6, SNU‐231006‐2‐1, and SNU‐220902‐1‐1) and were conducted in accordance with institutional guidelines.

### 4.3 Evaluation of Liver Stiffness in Mice

The stiffness of mouse livers was measured using the Vega preclinical ultrasound imaging system (Revvity, MA). Briefly, imaging was performed by anesthetizing mice with vaporized isoflurane (2.5% for induction, 1.5% for maintenance for the duration of imaging), shaving and depilating the abdomen, and orienting in the prone position on the acoustic membrane of the imager with a thin layer of water for coupling. Two‐dimensional shear wave elastograms were acquired per liver at various positions in the left and right lateral lobes below the xiphoid cartilage and quantified per the manufacturer's protocol.

### 4.4 Cell Culture and Treatment

Primary hepatocytes were isolated from the liver of 8‐week‐old male mice by standard two‐step collagenase perfusion and density gradient centrifugation. Isolated hepatocytes were maintained in William's E media (#LM017‐02; Welgene, Republic of Korea) on culture plates coated with 50 µg/mL bovine collagen I (#5005; Advanced Biomatrix, CA). AML12 cells were cultured in DMEM/F12 medium (#LM002‐04; Welgene) with 10% FBS (#F2442; Sigma‐Aldrich, MO) and 1% penicillin/streptomycin (#LS202‐02; Welgene), supplemented with insulin (10 µg/ml), transferrin (5.5 µg/ml), selenium (5 ng/ml), and dexamethasone (40 ng/ml). HEK293 and Huh7 cells were cultured in DMEM (#LM001‐05; Welgene) containing 10% FBS and 1% penicillin/streptomycin. All cells were cultured at 37°C, in a humidified chamber with 5% CO_2_. For LXRα activation, T0901317 (#71810; Cayman Chemical, MI) was used at a concentration of 10 µM for AML12 and primary hepatocytes, and 50 µM for HEK293 cells for 6 h.

### 4.5 Polyacrylamide‐Based Hydrogels with Defined Substrate Stiffness

Hydrogels with different stiffness were prepared as described previously [45] by adjusting the ratio of acrylamide and bis‐acrylamide (#A0418; Gendepot, TX). In brief, polymerized acrylamide hydrogels were treated with 3,4‐dihydroxy‐L‐phenylalanine (#13248; Cayman Chemical) and coated with 50 µg/mL bovine collagen I (#5005; Advanced Biomatrix) to facilitate cell adhesion. The substrates were UV‐sterilized prior to cell culture. Cells were seeded on each substrate overnight.

### 4.6 Metabolomic Analysis

AML12 cells cultured on hydrogels with different stiffnesses were washed with ice‐cold PBS. Intracellular metabolites were extracted using 80% methanol (MeOH) at −80°C, followed by centrifugation at 16 000 g for 20 min. The supernatant was then transferred to glass vials for LC‐MS analysis. The instrumental analysis and data processing were conducted as described elsewhere [46]. For chromatographic separation, 5 µL of each sample was injected into a SeQuant ZIC‐pHILIC LC column (100 × 2.1 mm, 5 µm, 200 Å) coupled with a SeQuant ZIC‐pHILIC guard column (20 × 2.1 mm). The mobile phases consisted of 10 mM ammonium carbonate and 0.05% ammonium hydroxide in water (mobile phase A) and 100% acetonitrile (ACN) (mobile phase B). The column temperature was set to 30°C, and elution was carried out at a flow rate of 0.25 mL/min with the following gradient: 0–13 min, 80% to 20% B; 13–15 min, 20% B (isocratic); 15–15.1 min, 20% to 80% B; followed by a 5‐min postrun at 80% B. Mass spectrometry analysis was performed using a Q Exactive Plus Quadrupole‐Orbitrap (Thermo Fisher Scientific, MA) equipped with a heated electrospray ionization (HESI) source. MS1 scans were conducted in polarity switching mode for nontargeted metabolomics with the following parameter settings: sheath gas 60 arbitrary units, auxiliary gas 25 arbitrary units, sweep gas 2 arbitrary units, spray voltage 3 kV, capillary temperature 320°C, and auxiliary gas heater temperature 370°C. The mass range was 70–1050 m/z, with a resolution of 70 000 and an AGC target of 1 × 10^6^. Data analysis for non‐targeted metabolomics utilized EI Maven v0.12.0. Metabolite identification was conducted by retention time and m/z values of the standard based in‐house library. After the normalization with the median value of the intensities of LC‐MS peaks, the statistical analysis was conducted.

### 4.7 RNA Isolation and Quantitative PCR

Total RNA was isolated using the RNeasy Mini kit (#74106; Qiagen, Germany) or TRIzol reagent (Invitrogen, MA) from cultured cells or mouse livers, respectively. Reverse transcription was done using AccuPower RT premix (Bioneer, Republic of Korea). qRT‐PCR was performed using AccuPower 2X GreenStar RT‐qPCR Master Mix (Bioneer) using the CFX Connect Real‐Time PCR detection system (Bio‐Rad, CA). After polymerase chain reaction amplification, the melt curve of each amplicon was determined to verify its accuracy. All mRNA levels were normalized to the expression of housekeeping genes. Primer sequences used for PCR are available in Table S3.

### 4.8 Transcriptomic Analyses

Primary hepatocytes from wild‐type or *Yap/Taz* ^HepKO^ mice were cultured in hydrogels with different stiffness for 24 h. RNA was prepared using RNeasy Mini kit (Qiagen). cDNA synthesis was performed using dUTP and sequenced on the Illumina platform (paired end 150 bp). Sequencing reads were aligned to the mouse reference genome using HISAT2 (v2.0.5), and gene‐level counts were obtained with featureCounts (v1.5.0‐p3). Differential expression analysis was performed using the DESeq2 R package (v1.50.2) on raw count data, and differentially expressed genes (DEGs) were defined as those with an adjusted *p* value (false discovery rate, FDR) <0.05 and |log_2_ fold change| > 0.5. Normalized expression values were used for downstream visualization and clustering analyses. Heatmaps were generated using the pheatmap (v1.0.13) based on a subset of DEGs corresponding to genes included in the Molecular Signatures Database (MSigDB) Hallmark and Gene Ontology Biological Process (GOBP) gene sets. Pathway enrichment analysis was performed using the clusterProfiler R package (v4.18.4) via over‐representation analysis (ORA) based on Hallmark gene sets, with enrichment significance assessed by highly enriched gene sets and adjusted *P* values. In parallel, Gene Set Enrichment Analysis (GSEA) was carried out using the GSEA desktop application (Broad Institute, v4.3.2) with 1000 gene set permutations, the weighted enrichment statistic, and Ratio_of_Classes as the metric. All gene sets obtained from MSigDB or GOBP databases corresponded to the 2025.1.Mm release. Principal component analysis (PCA) was performed using variance‐stabilized gene expression values generated by DESeq2, and computed with the prcomp function in base R, using all expressed genes.

Single‐cell RNA‐seq data (GSE136103) [35] were retrieved from the Gene Expression Omnibus. This dataset comprises 66 135 liver‐resident cells from human livers (*n* = 5 each). All analyses were performed in R using Seurat (v5.3.1), SeuratObject (v5.2.0), Harmony (v1.2.4), and ggplot2 (v4.0.0). For each sample, count matrices were converted into Seurat objects with SeuratObject. Quality control was performed in Seurat, and cells were retained if they had 500–6000 detected genes, >1000 UMIs, and <25% mitochondrial transcript content. Counts were log‐normalized, and the top 2000 most highly variable genes were identified using Seurat. Batch effects across donors and fractions were corrected using Harmony. Harmony‐corrected embeddings were then used within Seurat to construct a shared nearest‐neighbor graph and to perform graph‐based clustering with the Louvain algorithm at a resolution of 0.6. Two‐dimensional visualization was performed using UMAP based on the Harmony embeddings, and all plots were generated with ggplot2. Cell type annotation was guided based on curated representative marker genes, as also performed by the original study [35] (Figure S5).

### 4.9 Filipin Staining

To visualize intracellular cholesterol accumulation, frozen liver sections and live cultured cells were fixed in 4% paraformaldehyde solution for 1 h at room temperature, followed by quenching with glycine solution for 10 min. Cells were stained with 0.05% solution of Filipin (#F9765; Sigma‐Aldrich) and examined using fluorescence microscopy with a DAPI filter set in PBS.

### 4.10 siRNA‐Mediated Gene Silencing

Mouse primary hepatocytes were transfected with 10 nM of 27‐mer siRNAs targeting Nr1h3 (LXRα) using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer's protocol. After 24 h, knockdown efficiency was assessed by qRT‐PCR. The sequence of siRNAs is provided in Table S3.

### 4.11 DNA Transfection

Cells were transfected with plasmids using Lipofectamine 3000 (Invitrogen) according to the manufacturer's protocol. For transfection, pQCXIH‐Myc‐YAP, pQCXIH‐Myc‐5SA‐YAP, pCMV‐Flag‐5SA‐YAP, pCMV‐Myc‐hLXRα, pRK7‐HA‐RXRα were used. Experiments were done at least 24 h after transfection.

### 4.12 Western Blot

Gels containing Phos‐tag (Wako Chemicals, Japan) were prepared according to the manufacturer's instructions. Cell or tissue lysates were quantified, separated by SDS‐PAGE, and transferred to nitrocellulose membranes (GE Healthcare, IL) followed by immunoblotting. For immunoprecipitation, wild‐type, *LATS1/2* KO, and *YAP/TAZ* KO HEK293 cells transfected with LXRα and RXRα plasmids using Lipofectamine 3000 (Invitrogen) were lysed with buffer containing 150 mM NaCl, 1 mM EDTA, 0.5% NP‐40, and 10% Glycerol, and phosphatase/protease inhibitor cocktail. The lysates were precleaned by centrifugation and incubation with Protein A beads (#L00273; GenScript, NJ) for 4 h at 4°C with gentle rotation. Lysates were then incubated with the desired antibodies and Protein A beads. Immunoprecipitated proteins were eluted by boiling beads in a denaturing buffer and subjected to immunoblotting using primary antibodies and Clean‐Blot HRP‐conjugated secondary antibody (#21230; Thermo Fisher Scientific). For immunoblotting, proteins of interest were probed with primary antibodies and horseradish peroxidase‐linked secondary antibodies for chemiluminescence detection. Full uncut blots are provided in Figure S6. Antibodies used for immunoblottings are listed in Table S4. Band intensities were quantified using ImageJ (1.54 k) software. The intensity of each target protein band was normalized to Vinculin as a loading control, and the resulting values were further normalized to the control group to determine the relative protein expression levels.

### 4.13 Immunofluorescence

Cells were seeded on coverslips pretreated with poly‐L‐ornithine (#P3655; Sigma‐Aldrich). The cells were fixed with 4% paraformaldehyde for 30 min and permeabilized with 0.1% Triton X‐100. After washing, the cells were stained with an anti‐YAP/TAZ antibody and mounted using Vectashield HardSet with DAPI (#H‐1500‐10; Vector Laboratories, CA). Images were acquired using a confocal microscope (#TCS7; Leica, Germany).

### 4.14 Luciferase Assay

HEK293 cells were co‐transfected with LXRE and Renilla luciferase vectors for 24 h using Lipofectamine 3000 (Invitrogen). Luciferase activity was measured using a luciferase assay reagent (#E1910; Promega, WI). Firefly luciferase intensities were normalized by the respective Renilla luciferase activity in each sample.

### 4.15 Chromatin Immunoprecipitation

Wild‐type and *LATS1/2* KO HEK293 cells were transfected with plasmids expressing LXRα and RXRα using Lipofectamine 3000 (Invitrogen). Cells were then treated with T0901317 for 6 h, and 1% formaldehyde was added for chromatin cross‐linking. Chromatins were immunoprecipitated using SimpleChIP assay kit (#9004; Cell Signaling Technology, MA). Normal rabbit IgG was used as a negative control. One tenth of cross‐linked lysates served as the input control. The primers used in the PCR assays are listed in Table S3.

### 4.16 Biochemical Quantification of Cholesterol

Snap‐frozen human liver biopsies were homogenized in a lysis buffer containing protease inhibitor and quantified for cholesterol using Amplex Red Cholesterol Assay Kit (#A12216; Invitrogen). For normalization, the protein concentration of each lysate was measured by Bradford assay. For mouse livers, 100 mg of tissue was homogenized in 200 µL of chloroform:isopropanol:NP‐40 (7:11:0.1) solution and centrifuged for 10 min. Organic phase was taken and air‐dried at 50°C to remove the chloroform. Dried lipids were then quantified for cholesterol using the Total Cholesterol Assay Kit (#BM‐CHO‐100; BioMax, Republic of Korea). Serum cholesterol in mice was quantified using DRI‐CHEM NX500 biochemical blood analyzer (Fujifilm, Japan).

### 4.17 Cholesterol Uptake and Efflux Assays

For the cholesterol uptake assay, Cholesterol Uptake Assay Kit (#ab236212; Abcam, United Kingdom) was used. Mouse primary hepatocytes were incubated with NBD‐labeled cholesterol in serum‐free medium for 24 and 48 h. Intracellular fluorescence was visualized using a confocal microscope. NBD‐cholesterol was detected in GFP channel. Nuclei were stained with Hoechst 33342 (#H1399; Invitrogen).

Cholesterol efflux was examined using the Cholesterol Efflux Assay Kit (#ab196985; Abcam). Mouse primary hepatocytes were first loaded with a fluorescent cholesterol labeling reagent. After equilibration, the cells were subjected to serum‐free medium containing cholesterol acceptors. Culture medium and cell lysates were respectively collected, and fluorescence intensity was measured using SpectraMax iD3 Multi‐Mode Reader (Molecular Devices, CA). Efflux rate was calculated by dividing medium fluorescence by (medium+cell lysate fluorescence).

### 4.18 Gene Editing

pSpCas9(BB)‐2A‐Puro (#62988; Addgene, MA) and lentiCRISPRv2 (#52961; Addgene) were used for CRISPR‐guided gene knockout. Briefly, guide RNAs were cloned into the empty vector. Cells were then transfected with plasmids, selected for puromycin resistance, and FACS‐sorted for single cells. Expanded single clones were screened by protein immunoblotting and verified by genomic DNA sequencing in a previous study [47]. The sequences for guide RNAs used for gene editing are listed in Table S3.

### 4.19 Statistical Analysis

All statistical analysis was performed using GraphPad Prism, and values are expressed as means ± s.e.m. *p* values across more than two groups were determined by one‐way ANOVA with Bonferroni's multiple comparisons test. *p* values for individual groups compared to the control were determined by an unpaired Student's *t*‐test. Histological quantification of slides stained with Sirius Red was done using FibroSoft.

## Author Contributions

N.Y.L. and J.H.K. contributed to the conceptualization of the project. N.Y.L. performed experiments and data visualization. M.G.C., Y.J.M., S.M.K., Y.P.K., W.K., and B.K.K. contributed by conducting supportive experiments. Y.C. provided mouse samples. H.J.R. performed single‐cell analysis. J.H.K. secured funding, supervised the project, and contributed to project administration. N.Y.L. and J.H.K. wrote the original draft, and W.K. and J.H.K. reviewed and edited the manuscript.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs74494‐sup‐0001‐SuppMat.docx.

## Data Availability

RNA‐sequencing data generated in this study have been deposited to the Gene Expression Omnibus repository (GSE274047).

# Supplementary material for: Liver Stiffness Directs Intrahepatic Cholesterol Accumulation Through YAP/TAZ in Metabolic Dysfunction‐Associated Steatotic Liver Disease
**Source:** Adv Sci (Weinh). 2026 Feb 26;13(25):e00379. doi: 10.1002/advs.202500379
**Supplement:** Supplementary file 1 — Supporting File: advs74494‐sup‐0001‐SuppMat.docx.

**Liver stiffness directs intrahepatic cholesterol accumulation through YAP/TAZ in metabolic dysfunction-associated steatotic liver disease**

Na Young Lee, Myeung Gi Choi, Ho Jae Ryu, Young Jin Min, Seon Min Kim, Bo Kyung Koo, Yeonseok Chung, Yun Pyo Kang, Won Kim, Ja Hyun Koo

Supplemental Figures 2

Supplemental Tables 10

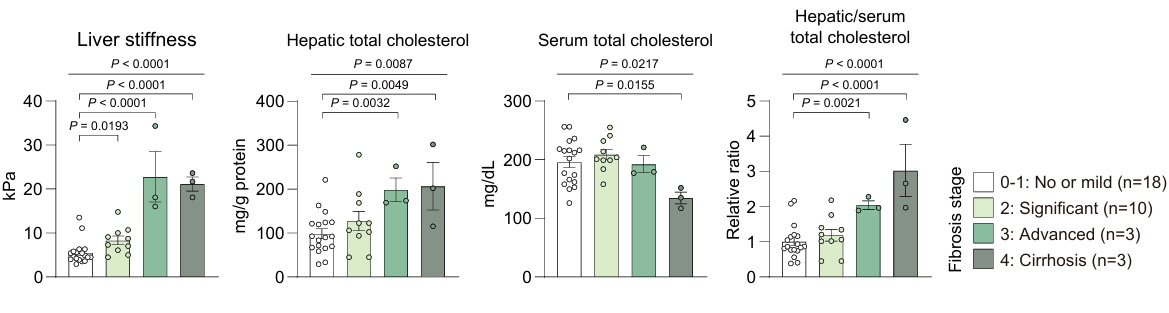
**Supplemental Figures**

**Figure S1. Fibrosis stage was not a significant predictor of intrahepatic cholesterol levels.**

Patients were categorized into F0-1 (No or mild fibrosis, n =18), F2 (Significant fibrosis, n = 10), F3 (Advanced fibrosis, n = 3), and F4 (Cirrhosis, n = 3). Liver stiffness of patients in each group and hepatic cholesterol quantification were analyzed.

**Figure S2. Enlarged heatmap**

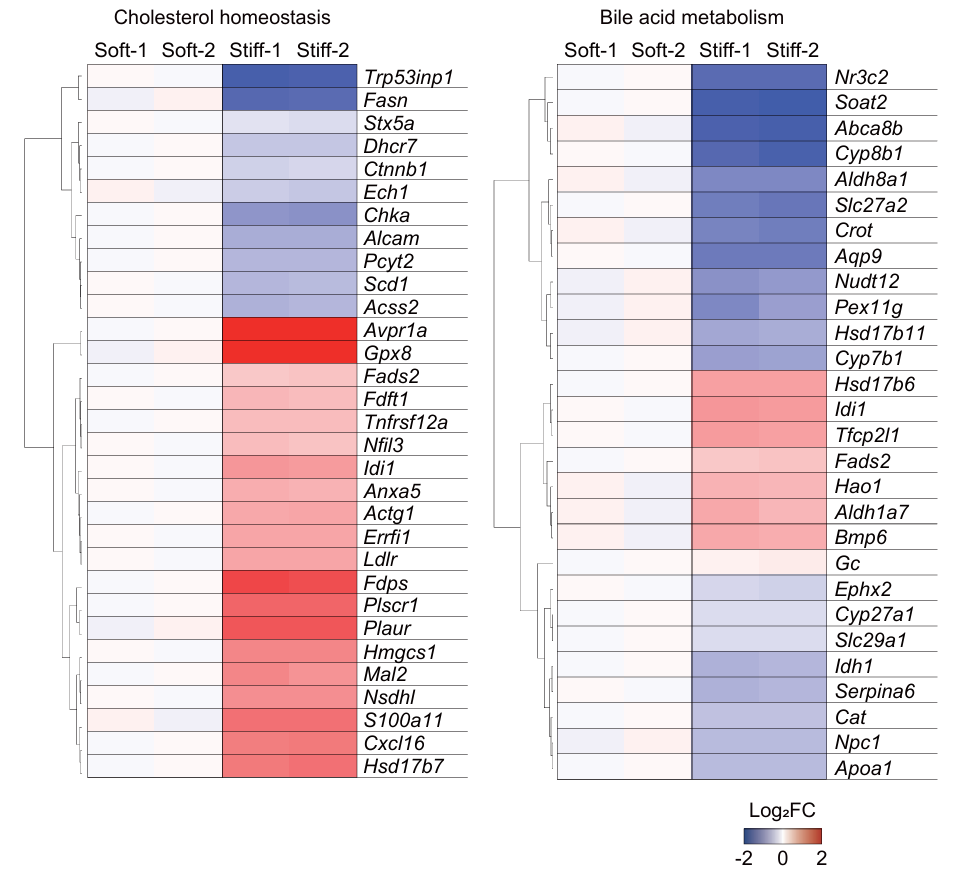

Enlarged heatmap of **Fig 2G**.

**Figure S3. Enlarged heatmap**

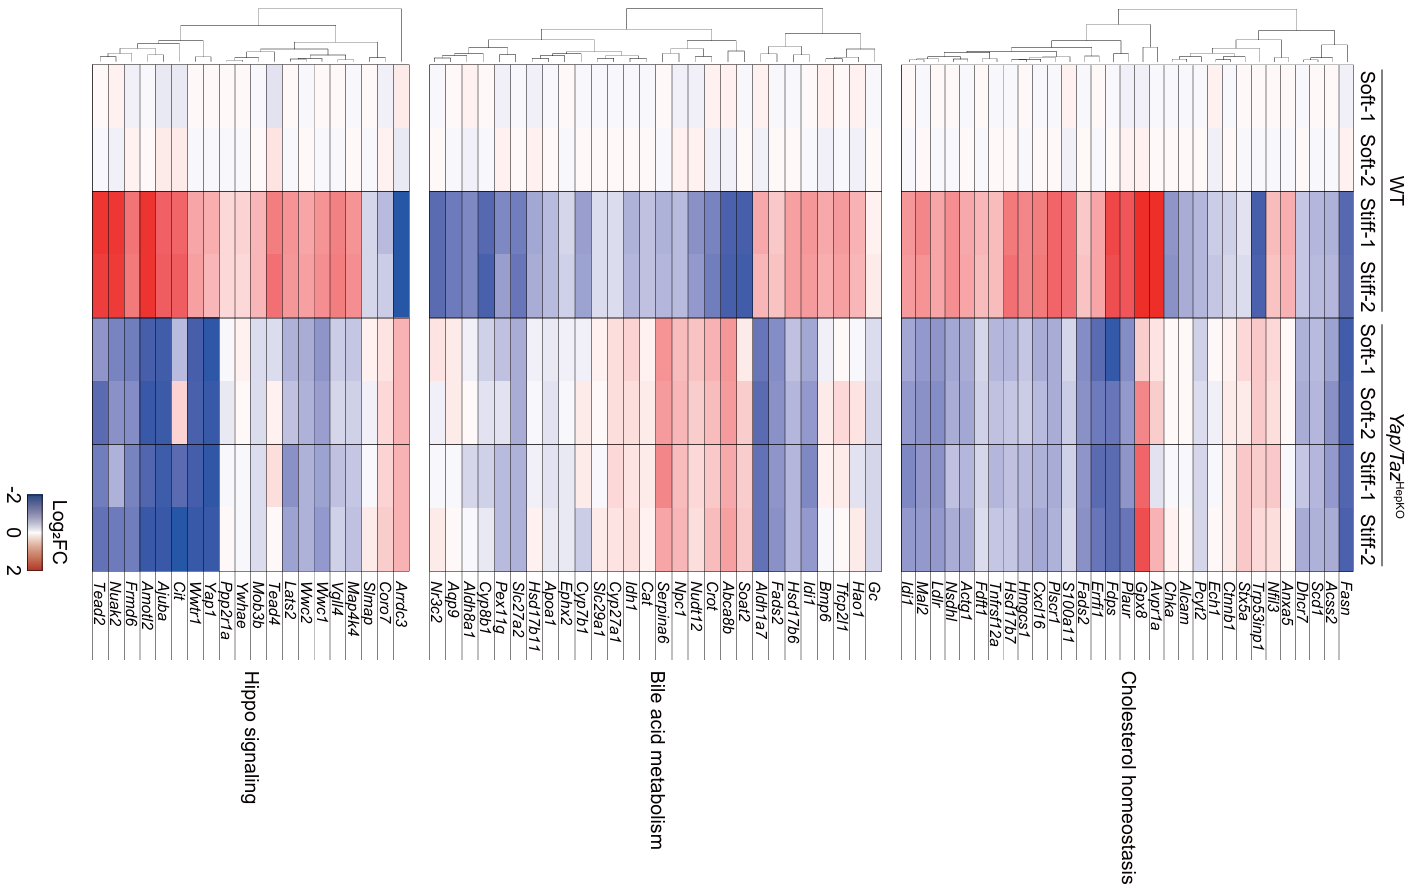

Enlarged heatmap of **Fig 4G**.

**Figure S4. Fibrosis stage was no a significant predictor of intrahepatic cholesterol levels.**

**
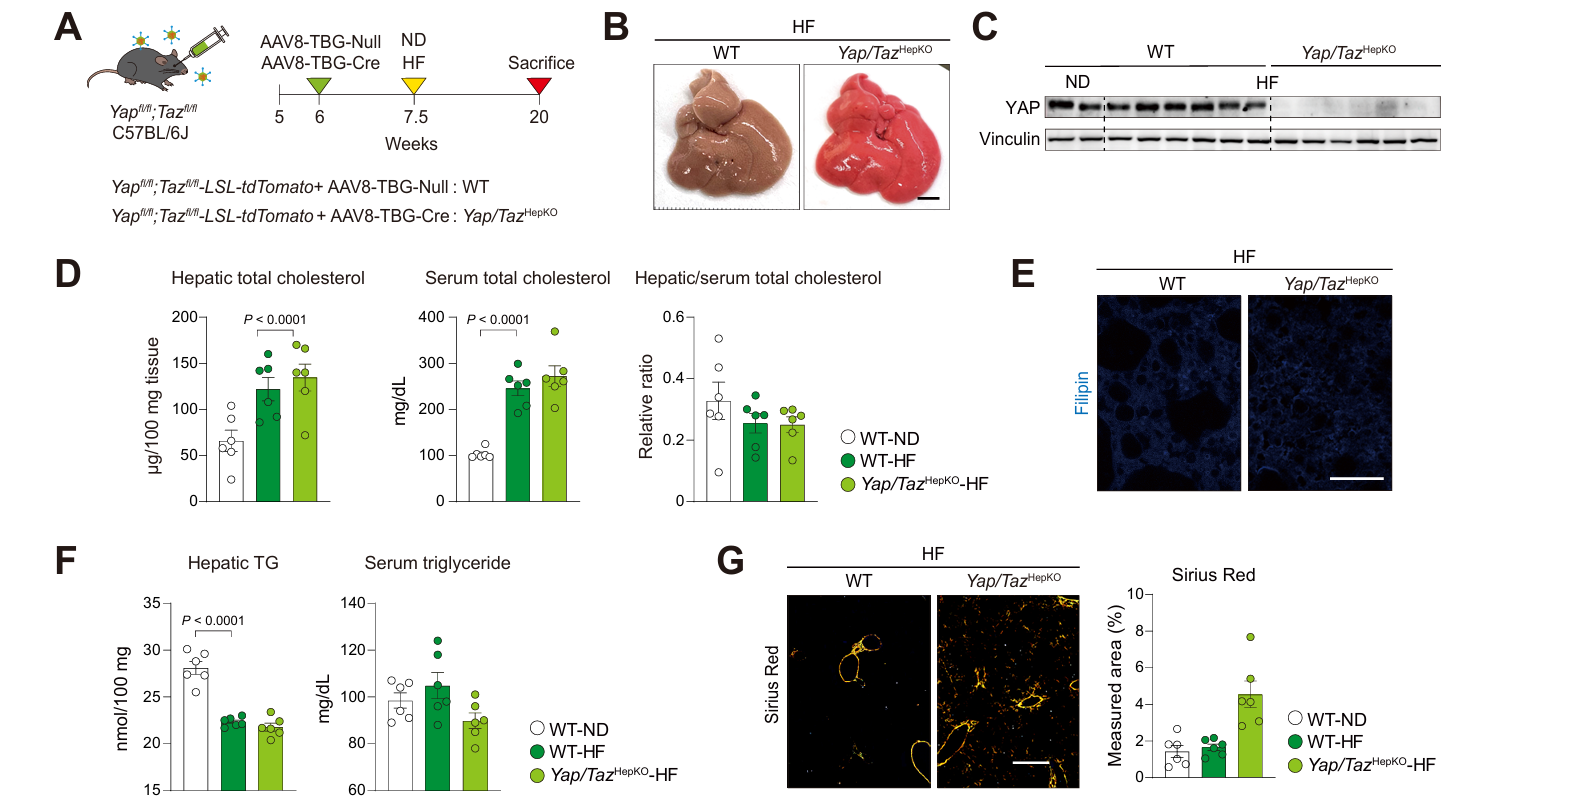
**

**
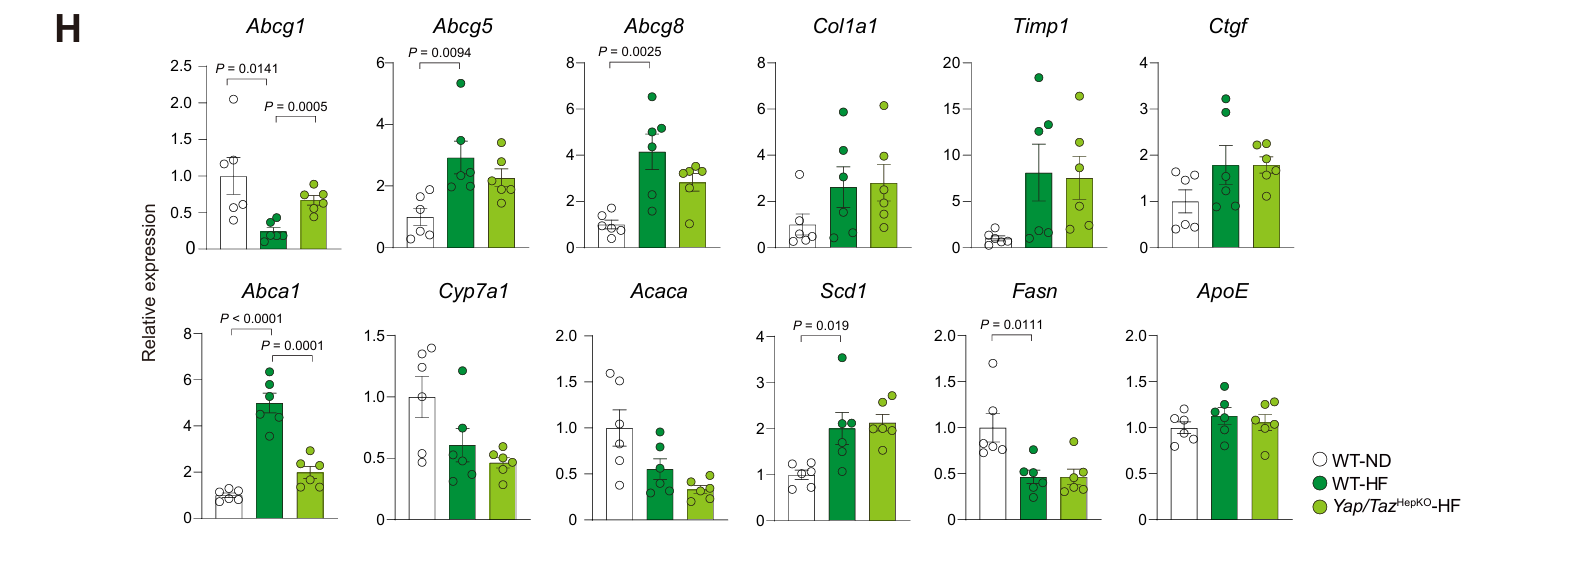
**

**(A – H)** AAV8-TBG-Cre or AAV8-TBG-Null control virus was injected to Yap/Taz^fl/fl^ mice to yield hepatocyte-specific *Yap/Taz* knockout (*Yap/Taz*^HepKO^) or wild-type (WT) mice, respectively. The mice were then fed with a normal diet (ND) or high-fat (HF) diet for 12 weeks (n = 6). **(A)** Experimental scheme. **(B)** Fluorescence images for tdTomato expression in primary hepatocytes. Scale bar, 50 μm. **(C)** Gross appearance of mouse liver. Scale bar, 5 mm. **(D)** Total cholesterol levels in the liver and serum. The relative ratio of liver-to-serum cholesterol levels was compared. Liver cholesterol levels were normalized to the tissue weight. **(E)** Representative images of Filipin staining for cholesterol. Scale bar, 50 μm. **(F),** Triglyceride levels in the liver and serum. **(G),** Sirius Red staining of liver sections. Scale bar, 50 μm (*left*). Sirius Red-fibrosis collagen area was quantified under polarized light (*right*, n = 6 each). **(****H),** RT-qPCR analysis of genes associated with cholesterol efflux genes (LXR-target), fibrosis-associated genes, and lipid and cholesterol metabolism genes.

**Figure S5. UMAP of liver cell types and marker gene expression**

**
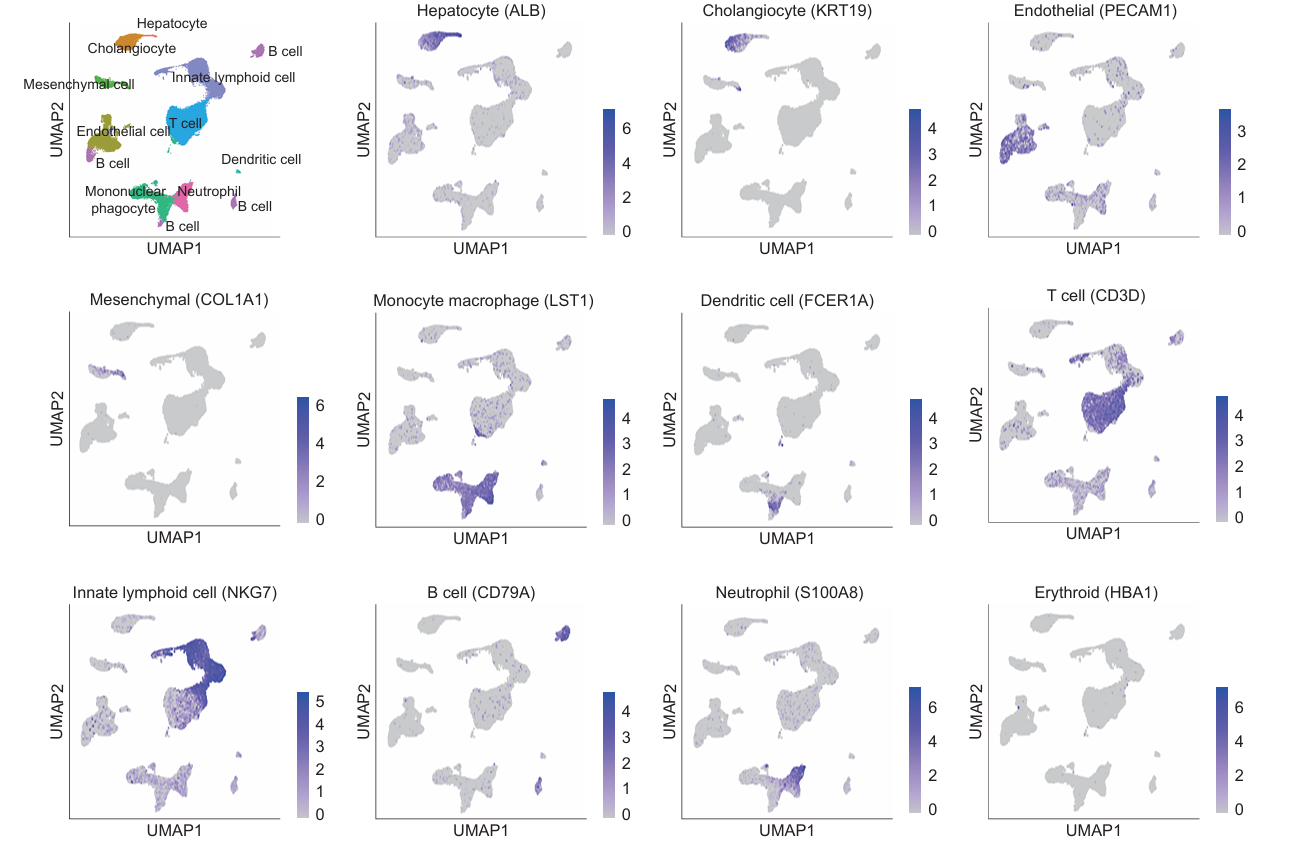
**

UMAP embedding of all liver-resident cells colored by major cell-type annotations. Cells were clustered and annotated as hepatocytes, cholangiocytes, endothelial cells, mesenchymal cells, monocyte/macrophages, dendritic cells, T cells, B cells, innate lymphoid cells, neutrophils, and erythroid cells. Color scales indicate normalized expression levels of each gene on the shared UMAP1–UMAP2 embedding, with gray indicating low or no expression.

**Figure S6. Uncut blots**

**
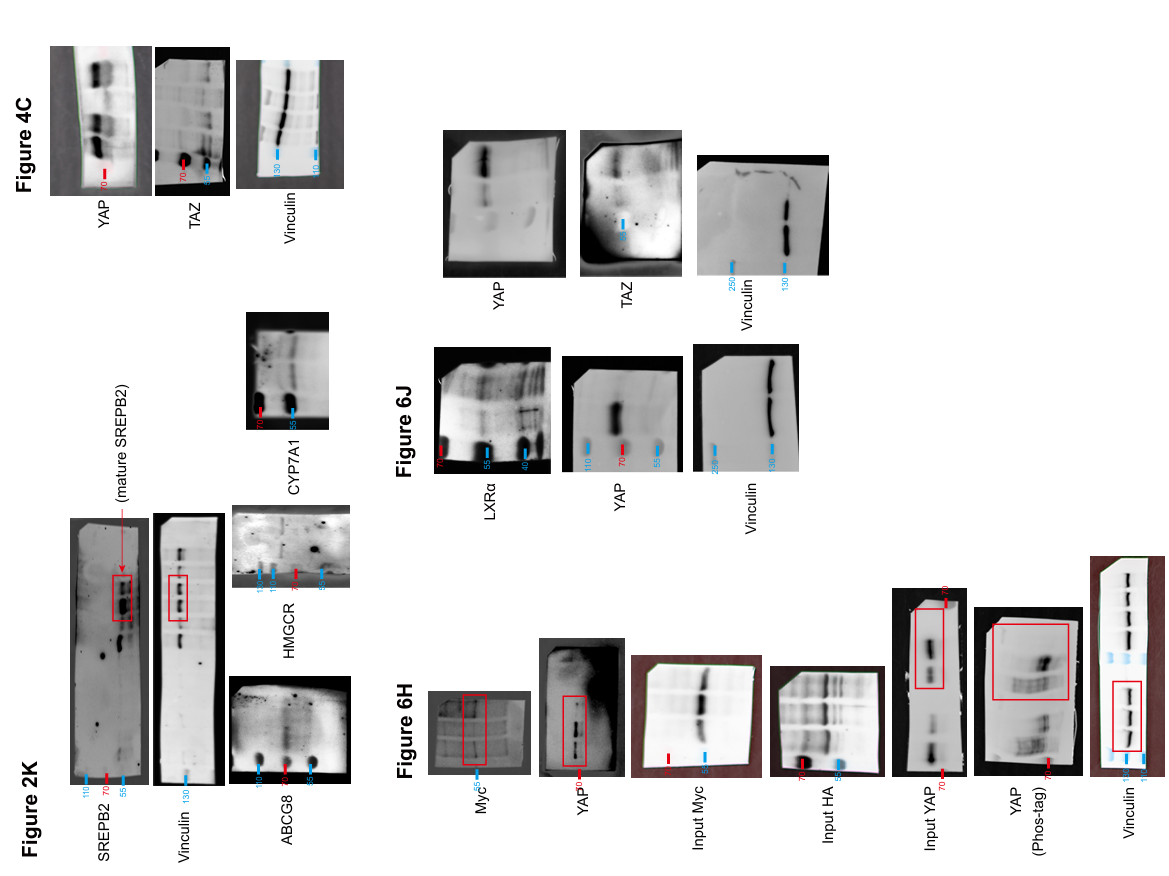
**

*
*

**Supplemental Tables**

**Table S1. Baseline characteristics according to the liver stiffness (N = 229)**

|  | **Entire**  (N=229) | **Soft, <5 kPa**  (n=91) | **Medium, 5-8kPa**  (n=87) | **Stiff, >8 kPa**  (n=51) | *P*-value* |
| --- | --- | --- | --- | --- | --- |
| Age, years | 51.8 ± 15.4 | 52.4 ± 13.7 | 42.2 ± 16.0 | 55.3 ± 16.8 | 0.079 |
| Male, n (%) | 118 (51.5) | 48 (52.7) | 49 (56.3) | 21 (41.2) | 0.272 |
| BMI, kg/m^2^ | 27.4 (24.5, 30.2) | 25.9 (23.6, 28.4) | 28.2 (25.0, 30.6) | 28.4 (25.8, 31.9) | 0.363 |
| Diabetes, n (%) | 81 (35.5) | 19 (20.9) | 29 (33.3) | 33 (64.7) | <0.001 |
| Obesity, n (%) | 164 (71.6) | 57 (62.6) | 66 (75.9) | 41 (80.4) | 0.016 |
| AST, IU/L | 34.5 (23.0, 55.8) | 24.0 (21.0, 36.0) | 40.0 (25.0, 65.0) | 53.0 (36.0, 84.0) | 0.008 |
| ALT, IU/L | 38.5 (24.0, 76.0) | 29.0 (19.0, 49.0) | 49.0 (27.8, 91.5) | 63.0 (30.0, 106.0) | 0.265 |
| Total bilirubin, mg/dL | 0.7 (0.6, 1.0) | 0.8 (0.6, 1.0) | 0.7 (0.6, 0.9) | 0.7 (0.6, 1.0) | 0.769 |
| Albumin, g/dL | 4.1 (3.9, 4.3) | 4.1 (3.9, 4.3) | 4.2, (4.0, 4.4) | 4.1 (3.9, 4.3) | 0.019 |
| Platelet, ×10^9^/L | 238 (199, 275) | 242 (211, 276) | 243 (201, 275) | 216 (167, 250) | 0.010 |
| HbA1c, % | 5.9 (5.5, 6.6) | 5.7 (5.4, 6.2) | 6.0 (5.6, 6.6) | 6.5 (5.7, 7.6) | 0.011 |
| Total cholesterol, mg/dL | 181.0 (154.3, 212.0) | 177.0 (150.0, 206.0) | 196.0 (159.5, 216.0) | 172.0 (152.0, 201.0) | 0.067 |
| LDL cholesterol, mg/dL | 105.6 (80.0, 130.5) | 102.0 (77.8, 127.8) | 118.4 (85.5, 134.1) | 102.6 (75.8, 122.6) | 0.072 |
| HDL cholesterol, mg/dL | 44.0 (37.0, 52.8) | 43.0 (37.0, 53.0) | 45.5 (38.0, 52.5) | 42.0 (34.0, 52.0) | 0.259 |
| Triglyceride, mg/dL | 136.0 (95.0, 185.8) | 141.0 (98.0, 176.0) | 131.5 (94.8, 193.0) | 144.0 (93.0, 191.0) | 0.929 |
| Steatosis, n (%) |  |  |  |  |  |
| <5% | 38 (16.6) | 25 (27.5) | 10 (11.5) | 3 (5.9) | <0.001 |
| 5-33% | 58 (25.3) | 25 (27.5) | 22 (25.3) | 11 (21.6) |  |
| 33-66% | 66 (28.8) | 22 (24.2) | 33 (37.9) | 11 (21.6) |  |
| >66% | 67 (29.3) | 19 (20.9) | 22 (25.3) | 26 (51.0) |  |
| Lobular inflammation |  |  |  |  |  |
| Grade 0 | 57 (24.9) | 37 (40.7) | 16 (18.4) | 4 (7.8) | <0.001 |
| Grade 1 | 124 (54.1) | 45 (49.5) | 48 (55.2) | 31 (60.8) |  |
| Grade 2 | 45 (19.7) | 9 (9.9) | 21 (24.1) | 15 (29.4) |  |
| Grade 3 | 3 (1.3) | 0 | 2 (2.3) | 1 (2.0) |  |
| Ballooning |  |  |  |  |  |
| Grade 0 | 113 (49.3) | 69 (75.8) | 33 (37.9) | 11 (21.6) | <0.001 |
| Grade 1 | 103 (45.0) | 22 (24.2) | 51 (58.6) | 30 (58.8) |  |
| Grade 2 | 13 (5.7) | 0 | 3 (3.4) | 10 (19.6) |  |
| Fibrosis |  |  |  |  |  |
| Stage 0 | 53 (23.1) | 37 (40.7) | 13 (14.9) | 3 (5.9) | <0.001 |
| Stage 1 | 112 (48.9) | 45 (49.5) | 54 (62.1) | 13 (25.5) |  |
| Stage 2 | 45 (19.7) | 9 (9.9) | 18 (20.7) | 18 (35.3) |  |
| Stage 3 | 7 (3.1) | 0 | 1 (1.1) | 6 (11.8) |  |
| Stage 4 | 12 (5.2) | 0 | 1 (1.1) | 11 (21.6) |  |
| LSM, kPa | 5.5 (4.4, 7.6) | 4.2 (3.5, 4.5) | 6.0 (5.4, 6.8) | 11.7 (9.9, 16.0) | <0.001 |
| CAP | 294.0 (254.3, 329.0) | 276.0 (237.0, 313.0) | 306.0 (262.0, 340.0) | 304.5 (274.0, 339.0) | 0.986 |

The data are expressed as means ± standard deviations for normally distributed variables or medians (interquartile range) if not normally distributed.

^*^From the independent ANOVA test, Kruskal-Wallis test or Chi-square test to compare 3 subgroups.

**Table S2. Baseline characteristics according to the liver stiffness (N = 34)**

|  | **Entire**  (N= 34) | **Soft, <5 kPa**  (n= 12) | **Medium, 5-8 kPa**  (n=9) | **Stiff, >8 kPa**  (n=13) | *P*-value* |
| --- | --- | --- | --- | --- | --- |
| Age, years | 51.4 ± 16.6 | 51.9 ± 13.0 | 44.6 ± 17.8 | 55.7 ± 18.2 | 0.307 |
| Male, n (%) | 15 (44.1) | 6 (50.0) | 4 (44.4) | 5 (38.5) | 0.567 |
| BMI, kg/m^2^ | 28.3 (24.7, 32.9) | 25.2 (23.5, 31.7) | 31.2 (26.9, 33.4) | 28.9 (25.2, 34.2) | 0.713 |
| Diabetes, n (%) | 11 (32.4) | 1 (8.3) | 2 (22.2) | 8 (61.5) | 0.005 |
| Obesity, n (%) | 24 (70.6) | 6 (50.0) | 8 (88.9) | 10 (76.9) | 0.154 |
| AST, IU/L | 30.0 (22.0, 72.0) | 21.5 (18.3, 24.8) | 30.0 (22.5, 50.0) | 72.0 (45.5, 85.0) | 0.025 |
| ALT, IU/L | 37.0 (22.0, 74.0) | 27.5 (15.3, 46.8) | 33.0 (20.0, 134.5) | 63.0 (36.0, 121.0) | 0.422 |
| Total bilirubin, mg/dL | 0.7 (0.6, 0.9) | 0.9 (0.6, 1.0) | 0.6 (0.5, 0.7) | 0.7 (0.6, 1.0) | 0.023 |
| Albumin, g/dL | 4.1 (3.9, 4.3) | 4.2 (4.0, 4.3) | 4.1 (3.8, 4.4) | 4.0 (3.9, 4.2) | 0.635 |
| Platelet, ×10^9^/L | 243 (211, 278) | 256 (217, 272) | 278 (260, 291) | 199 (164, 234) | 0.010 |
| HbA1c, % | 6.0 (5.5, 7.2) | 5.8 (5.4, 6.0) | 5.7 (5.6, 6.3) | 7.6 (5.7, 8.4) | 0.052 |
| Total cholesterol, mg/dL | 200.0 (162.0, 218.0) | 175.5 (159.9, 228.5) | 214.0 (200.0, 216.0) | 184.0 (155.0, 226.5) | 0.367 |
| LDL cholesterol, mg/dL | 118.0 (82.0, 143.4) | 105.0 (78.9, 139.5) | 130.6 (124.3, 146.4) | 114.2 (63.5, 146.2) | 0.171 |
| HDL cholesterol, mg/dL | 46.5 (40.0, 57.0) | 48.5 (37.5, 53.0) | 46.0 (41.0, 53.5) | 45.0 (41.0, 65.0) | 0.841 |
| Triglyceride, mg/dL | 136.0 (108.0, 180.0) | 156.0 (120.8, 185.0) | 136.0 (119.5, 161.5) | 109.0 (69.5, 207.5) | 0.404 |
| Steatosis, n (%) |  |  |  |  |  |
| <5% | 3 (8.8) | 2 (16.7) | 0 | 1 (7.7) | 0.083 |
| 5-33% | 7 (20.6) | 3 (25.0) | 2 (22.2) | 2 (15.4) |  |
| 33-66% | 14 (41.2) | 5 (41.7) | 6 (66.7) | 3 (23.1) |  |
| >66% | 10 (29.4) | 2 (16.7) | 1 (11.1) | 7 (53.8) |  |
| Lobular inflammation |  |  |  |  |  |
| Grade 0 | 7 (20.6) | 4 (33.3) | 2 (22.2) | 1 (7.7) | 0.028 |
| Grade 1 | 18 (52.9) | 7 (58.3) | 5 (55.6) | 6 (46.2) |  |
| Grade 2 | 7 (20.6) | 1 (8.3) | 1 (11.1) | 5 (38.5) |  |
| Grade 3 | 2 (5.9) | 0 | 1 (11.2) | 1 (7.7) |  |
| Ballooning |  |  |  |  |  |
| Grade 0 | 13 (38.2) | 8 (66.7) | 3 (33.3) | 2 (15.4) | 0.003 |
| Grade 1 | 18 (52.9) | 4 (33.3) | 6 (66.7) | 8 (61.5) |  |
| Grade 2 | 3 (8.8) | 0 | 0 | 3 (23.1) |  |
| Fibrosis |  |  |  |  |  |
| Stage 0 | 4 (11.8) | 4 (33.3) | 0 | 0 | <0.001 |
| Stage 1 | 14 (41.2) | 6 (50.0) | 6 (66.7) | 2 (15.4) |  |
| Stage 2 | 10 (29.4) | 2 (16.7) | 3 (33.3) | 5 (38.5) |  |
| Stage 3 | 3 (8.8) | 0 | 0 | 3 (23.1) |  |
| Stage 4 | 3 (8.8) | 0 | 0 | 3 (23.1) |  |
| LSM, kPa | 6.2 (4.5, 11.1) | 4.4 (3.7, 4.6) | 6.1 (5.5, 6.7) | 14.8 (10.4, 19.9) | <0.001 |
| CAP | 311.0 (266.0, 342.0) | 289.0 (276.0, 343.0) | 313.0 (262.5, 345.0) | 315.0 (222.5, 344.5) | 0.616 |

The data are expressed as means ± standard deviations for normally distributed variables or medians (interquartile range) if not normally distributed.

^*^From the independent ANOVA test, Kruskal-Wallis test or Chi-square test to compare 3 subgroups

| **Table S3. Oligonucleotides used in the study** | | |
| --- | --- | --- |
| **Gene symbol** | **Forward** | **Reverse** |
| **Human qPCR primers** | | |
| *hGAPDH* | GTCTCCTCTGACTTCAACAGCG | ACCACCCTGTTGCTGTAGCCAA |
| *hCTGF* | CCGTACTCCCAAAATCTCCA | GTAATGGCAGGCACAGGTCT |
| *hCYP8B1* | CTGGAGACCAAGCAGTCCTTTG | GATACTCCTGCCCACTGGACAT |
| *hABCG5* | GATTGTCGTCCTCCTGGTGGAA | TCTCCGAAGCTCAGGATGGCAA |
| *hCYP27A1* | GTGCTGCCTTTCTGGAAGCGAT | TAGCCAGACACCTGGATGCCAT |
| *hACACA* | AGTGGGTCACCCCATTGTT | TTCTAACAGGAGCTGGAGCC |
| *hCYP7A1* | CAAGCAAACACCATTCCAGCGAC | ATAGGATTGCCTTCCAAGCTGAC |
| **Mouse qPCR primers** | | |
| *mActb* | CTGAGAGGGAAATCGTGCGT | TGTTGGCATAGAGGTCTTTACGG |
| *mGapdh* | AGGTCGGTGTGAACGGATTTG | GGGGTCGTTGATGGCAACA |
| *mCyr61* | TAAGGTCTGCGCTAAACAACTC | CAGATCCCTTTCAGAGCGGT |
| *mCtgf* | GGCCTCTTCTGCGATTTCG | GCAGCTTGACCCTTCTCGG |
| *mAbcg5* | TGCCATCCTGACTTACGGAGAG | CTGCTTTGGGTGTCCACTGATG |
| *mAbcg1* | GACACCGATGTGAACCCGTTTC | GCATGATGCTGAGGAAGGTCCT |
| *mAbcg8* | GGTCCTTCTGATGACATCTGGC | CGTCTGTCGATGCTGGTCAAGT |
| *mAbca1* | AGTGATAATCAAAGTCAAAGGCACAC | AGCAACTTGGCACTAGTAACTCTG |
| *mCyp7a1* | AGCAACTAAACAACCTGCCAGTACTA | GTCCGGATATTCAAGGATGCA |
| *mCyp8b1* | GGCTGGCTTCCTGAGCTTATT | ACTTCCTGAACAGCTCATCGG |
| *mSrebf2* | AGAAAGAGCGGTGGAGTCCTTG | GAACTGCTGGAGAATGGTGAGG |
| *mLdlr* | GAATCTACTGGTCCGACCTGTC | CTGTCCAGTAGATGTTGCGGTG |
| *mHmgcr* | GCTCGTCTACAGAAACTCCACG | GCTTCAGCAGTGCTTTCTCCGT |
| *mHmgcs* | GGAAATGCCAGACCTACAGGTG | TACTCGGAGAGCATGTCAGGCT |
| *mNr1h3* | TGGGATGTCCACGAGTGACTGTTT | TCCCTTAATGCTACGGAAGGCTCT |
| *mAcaca* | GTTCTGTTGGACAACGCCTTCAC | GGAGTCACAGAAGCAGCCCATT |
| *mSrebf1* | AACGTCACTTCCAGCTAGAC | CCACTAAGGTGCCTACAGAGC |
| *mScd1* | TTCTTGCGATACACTCTGGTGC | CGGGATTGAATGTTCTTGTCGT |
| *mFasn* | GCTGCGGAACTTCAGGAAAT | AGAGACGTGTCACTCCTGGACTT |
| *mApoE* | ACAGATCAGCTCGAGTGGCAAA | ATCTTGCGCAGGTGTGTGGAGA |
| *mTimp1* | TCTTGGTTCCCTGGCGTACTCT | GTGAGTGTCACTCTCCAGTTTGC |
| *mCol1a1* | GGTCTTGGTGGTTTTGTATTCG | AACAGTCGCTTCACCTACAGC |
| **siRNAs** | | |
| *mNr1h3*_1 | GACCUUGUUGACCCAACCAAAUAaa | UUUAUUUGGUUGGGUCAACAAGGUCUU |
| *mNr1h3*_2 | GAAGACCUCUGCAAUCGAGGUCAtg | CAUGACCUCGAUUGCAGAGGUCUUCAG |
| **ChIP primers** | | |
| *ABCA1* | CCCAGCTTCCCCATCTGCGC | CCGGAGGTGGGGTGCCCAAT |
| *ABCG1* | TTCTGTGGACAGGTACTAGGT | CCACAAACATAGGTAGTCCAG |
| *ABCG5* | TGGACCAGGCAGATCCTCAAA | CCGTTCACATACACCTCCCC |
| **Guide RNAs** | |  |
| *hLATS1* | CGTGCAGCTCTCCGCTCTAA |  |
| *hLATS2* | TACGCTGGCACCGTAGCCCT |  |
| *hYAP* | CATCAGATCGTGCACGTCCG |  |
| *hTAZ* | TGTCTAGGTCCTGCGTGACG |  |

| **Table S4. Antibodies used in the study.** | | | |  |
| --- | --- | --- | --- | --- |
| Target | Supplier | Application | Product reference | RRID |
| YAP | Cell Signaling Technology | WB | 14074 | AB_2650491 |
| YAP/TAZ |  | IF | 8418 | AB_10950494 |
| HA-Tag |  | WB, IP | 2367 | AB_10691311 |
| RXRα |  | WB, IP, ChIP | 3085 | AB_11140620 |
| Normal Rabbit IgG |  | ChIP | 2729 | AB_1031062 |
| SREBF2 | BD Biosciences | WB | 557037 | AB_396560 |
| TAZ |  | WB | 560235 | AB_1645338 |
| CYP7A1 | Merck | WB | MABD42 | AB_2756360 |
| HMGCR | Invitrogen | WB | PA5-37367 | AB_2554032 |
| Vinculin | Sigma | WB | V9131 | AB_477629 |
| LXRα | R&D Systems | WB, IP, ChIP | PP-PPZ0412-00 | AB_2154888 |
| Active YAP1 | Abcam | IHC | ab205270 | AB_2813833 |
| Fibronectin |  | WB | ab23750 | AB_447655 |
| Human ABCG8 | Atlas Antibodies | WB, IHC | HPA019556 | AB_1844444 |
| c-Myc | Santa Cruz Biotechnology | WB, IP | sc-40 | AB_627268 |
| YAP |  | IF | sc-101199 | AB_1131430 |
| Desmin |  | WB | sc-23879 | AB_627416 |
| TIMP1 |  | WB | sc-365905 | AB_10848565 |

How the deposited data were processed for this re-analysis (not part of the article)

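Gene expression was measured by RNA sequencing of mouse primary hepatocytes from wild-type and Yap/Taz^HepKO mice, cultured for 24 h on soft (1 kPa) or stiff (20 kPa) hydrogels, with 2 libraries in each of the 4 groups. The authors aligned paired-end reads with HISAT2 and counted them on genes with featureCounts, and the deposited table holds raw counts, 1 column per library, with 56748 genes and no normalization. It also gives the length of each gene in bases and its position. For most of the genes named in the text these positions differ from those of the GENCODE reference annotation used here for shared sequence, and the paper's text names no build, so positions are printed as the deposited table gives them. The values carry the authors' rules for reads that match several genes and for strand, which the paper's text does not give. The paper states that dUTP was used in cDNA synthesis, but not how strand entered the counting.

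Library totals were between 18324083 and 26442310 counts, with group medians of 22383196.5 (wild-type soft), 20666246.5 (wild-type stiff), 22422199 (knockout soft) and 20438272.5 (knockout stiff). Between 19180 and 20167 genes had a count in a library. A count of 0 allows up to 3 counts at 95% confidence, which was 0.113 to 0.164 CPM of the raw library total, and this covers counting error only.

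The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Genes were filtered with filterByExpr by group (14279 kept), scaled by TMM and fitted with glmQLFit for all 8 libraries together. Each comparison used glmQLFTest, with changed genes defined by a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5. The comparisons were stiff against soft within each genotype, their difference (the interaction), and knockout against wild type on each hydrogel. The common biological coefficient of variation was 0.0542, and the fit had 4 residual degrees of freedom. A normalized CPM is a count divided by the library's total over tested genes and its TMM factor, as edgeR's cpm function gives it. The prior count for log2 CPM was 2.

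Gene lists were tested with camera (preset correlation 0.01) where at least 5 members were tested, adjusted over the lists within a comparison. Lists came from the heatmaps of Figures S2 and S3 (cholesterol homeostasis, bile acid metabolism, Hippo signaling) or were written out beforehand: LXRα target genes, cholesterol synthesis and SREBP2 target genes, bile acid synthesis and transport genes, YAP/TAZ target genes, calcium signaling genes, cell cycle genes, hepatocyte function genes, markers of stellate cells and fibroblasts, endothelial cells, Kupffer cells and macrophages, and cholangiocytes, and sex-chromosome genes. Together the 15 lists hold 313 entries. The Hallmark and GOBP sets were not used here, so the paper's over-representation analysis and GSEA were not repeated.

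The text names each gene labelled or measured in Figs. 2D, 2J and 4I or listed as a mouse primer in Table S3, and Yap1, Wwtr1, Nr1h3, Rxra, Piezo1, Cyp27a1, Ankrd1 and the sex-chromosome genes. It also names the members at the extremes of a list and, in each genotype, the 5 genes with the largest rise and fall among those past the thresholds, with a mean of at least 100 counts and no overlap between the groups. A few genes of this kind are not reported here. Genes outside this rule are said to have been chosen after their values were seen. Shared sequence is the share of 64-base windows of a gene's longest transcript that occur in the longest transcript of another gene of the reference annotation, to which 98.8% of the tested genes were matched.

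Principal components used variance-stabilized values (DESeq2, blind) of the 25810 genes with a count. Replicates were compared by a chi-square test over genes with at least 10 counts in both libraries. Alternatives covered the tool (DESeq2), the scaling (upper quartile, library size only), the filter on low counts, the fold-change threshold, a term for the replicate number, robust empirical Bayes, fits of the 4 libraries compared, other list tests (fry, estimated correlation), other inputs to the components, and each library left out in turn. The test, the samples, these alternatives and the rule for named genes were set before the data were examined.

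The steps were tested on simulated data with 200 of the 14279 genes changed. With a log2 fold change of 1 between the wild-type groups, edgeR recovered 78.5% of them with 4 other genes called, and DESeq2 74.0% with 2. Between the knockout groups edgeR recovered 77.0% with 9 others and DESeq2 73.0% with 1. The median estimate was 0.99 in the first and 1.00 in the second case. Each gene was given the same spread in all 4 groups. The metabolite, RT-qPCR, immunoblot, imaging and patient data of the paper were not analysed here.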

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

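The tests of replicate spread, sex, marker genes of larger cell shares and gene length were set out before their results were seen, and those of GC content, depth, the same hydrogel, mixed labels, abundant genes, cell shares in the knockout, preparation and summed gene copies were chosen only after the result was seen.

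The effect of stiffness differed between wild-type and Yap/Taz knockout hepatocytes for 2405 genes by edgeR's interaction term, which is why these results are listed. The interaction (knockout change minus wild-type change, log2) was -1.70 for Ccn1, -3.36 for Ccn2, -3.58 for Ankrd1, 1.33 for Fasn, 1.46 for Acaca and 1.29 for Cyp8b1. Between knockout and wild type, Fasn had log2 fold changes of -1.42 on the soft and -0.088 on the stiff hydrogel. Fasn was thus already low in the knockout on the soft hydrogel. Those of Acaca were 0.18 and 1.64, and those of Cyp8b1 were -0.21 and 1.08. The interaction was -1.02 for Hmgcs1, 0.79 for Srebf1, -0.77 for Actb, -0.52 for Yap1, -0.76 for Wwtr1 and -1.27 for Piezo1. Among the genes with the largest wild-type changes it was -3.12 for Krt19, -3.88 for Olfr1372-ps1, 4.01 for Cpe, 3.93 for Sema3c, 3.23 for Lipn and 3.43 for Gt(ROSA)26Sor. Acaca shares sequence with other genes, and Srebf1, Piezo1 and Gt(ROSA)26Sor overlap genes on the other strand, so these 4 are uncertain. A larger spread between the knockout replicates is argued against, because the genes changed in wild type had a median knockout change of -0.00022 in the wild-type direction. The biological coefficient of variation was 0.0491 on the soft and 0.0587 on the stiff hydrogel in the knockout, against 0.0655 and 0.0404 in wild type. The simulated data recovered 68.5% of changes of 0.75 between the knockout groups. They gave each gene the same spread in every group, so they cannot test a larger knockout spread. In the wild-type comparison behind the interaction, 2702 genes were called with counts thinned to the smallest library. With a gene length trend removed 2749 were called, and 2727 of the reported genes were kept. With a GC content trend removed 2754 were called, and 2682 of the reported genes were kept. These counts argue against depth, length and GC content as the whole cause of the wild-type changes. The interaction itself was not refitted in these ways. A response like that of wild type, hidden by labels mixed between the knockout soft and stiff libraries, is argued against, because the other 2 splits of the 4 knockout libraries into pairs gave median changes of -0.00070 and 0.0055 over the genes changed in wild type, where the wild-type groups gave 0.92 on the same log2 CPM scale. Loss of the response through Yap and Taz is the explanation that the design names. It cannot be told apart from knockout groups that received the same hydrogel, because the stiffness effects of separate pairs of knockout libraries correlated across genes at 0.0129 and 0.0399, against 0.711 and 0.701 in wild type, and both explanations predict values near 0. Genes are not independent replicates in these correlations.

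Genes with near-identical copies also differed, with interactions of -5.68 for Gapdh, -9.41 for Mup17, 4.25 for Mup16, 6.13 for Gm17222, 1.14 for Psme2b and -1.34 for Psme2. For Mup18 the fitted value of -10.98 is no measure of size, because the knockout stiff libraries had 1 and 0 counts, and without the first knockout soft library it was 0.74. Mup16 and Mup18 were chosen after their values were seen. The values of Gapdh, Mup17 and Mup16 also rest on the first knockout soft library. Without it they were -3.33 for Gapdh and -3.61 for Mup17, and that of Mup16 has no measurable size, because the second knockout soft library had 0 counts. Reads that moved between copies are a candidate explanation for Psme2 and Psme2b in the knockout, where the summed counts had a log2 fold change of -0.051 on the stiff against the soft hydrogel. The sum of 49 Mup genes changed by -0.25, but Mup3 dominates this sum, so it could not have shown a change of Mup16, and shared reads and a change of Mup16 cannot be told apart.

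Of the gene lists, 12 had an interaction with a camera adjusted p under 0.05 (limma). The median interaction was -0.52 for the cholesterol homeostasis heatmap, 0.44 for the bile acid metabolism heatmap, -0.76 for the Hippo signaling heatmap, 0.46 for LXRα targets, -0.34 for cholesterol synthesis and SREBP2 targets, 0.38 for bile acid synthesis and transport, -1.18 for YAP/TAZ targets, -1.50 for cell cycle genes and 0.41 for hepatocyte function genes. For markers of other cells it was 0.47 (stellate cells and fibroblasts), 0.67 (endothelial cells) and 0.67 (Kupffer cells and macrophages), and these 3 did not keep an adjusted p under 0.05 with an estimated correlation. The stellate cell value was 0.77 without the first and 0.25 without the second wild-type soft library. These medians come from the same 8 libraries as the single genes, so the explanations above stay open for them in the same way.

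Knockout and wild-type hepatocytes differed by 952 genes on the soft and 4103 on the stiff hydrogel by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, comparisons that the paper does not report. A difference in sex is argued against, because Xist had at least 4818 counts and 4 Y-linked genes had 0 counts in all 8 libraries. A few abundant genes are argued against as the whole cause on the soft hydrogel, where 948 genes were called without the 20 most abundant genes and 940 of the 952 were kept. Those 20 genes held 21.8% of the counts of the wild-type and 19.3% of the knockout soft libraries. A larger share of other cells in the knockout is argued against as the whole cause, because YAP/TAZ targets fell by 0.87 at the median on the soft hydrogel, more than the dilution of hepatocyte RNA would give if hepatocyte function genes measure it. These genes fell by 0.22 at the median, and by 0.35 without the second wild-type soft library. Their fall goes with a larger share of other cells, as do the higher markers of stellate cells, endothelial cells and macrophages in the knockout on the soft hydrogel, with medians of 0.53, 0.48 and 0.65, so a larger share of these cells as part of the difference stays open. On the stiff hydrogel these 3 marker medians were 1.17, 1.15 and 1.25, with YAP/TAZ targets at -2.43, so it stays open there as well. Hepatocyte function genes had a median of -0.11 there (-0.058 without the second knockout stiff library). Of them 9 were called higher and 6 lower, and camera's direction was up, so they show no clear fall. The knockout and a difference between mice or cell preparations cannot be fully told apart, since genotype and preparation go together. Across genes, the knockout effect on the soft hydrogel and the stiffness effect in wild type correlated at -0.26. In 20 simulations of unchanged groups sharing the same control, the correlation was 0.47 to 0.53. With a separate wild-type soft library for each effect, the correlations were -0.34 and -0.36. A preparation difference unrelated to the stiffness response would give values near 0 there. These correlations argue against such a difference as the whole cause on the soft hydrogel. A preparation difference that acts along the stiffness response, or one that is part of the cause, stays open.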

How the results depend on the processing

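The alternatives were set out in advance except the thinned counts, the length and GC content corrections, the genes with no shared sequence and the omission of the 20 most abundant genes, which were chosen only after the result was seen.

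With an absolute log2 fold change over 1, 1244 genes were called in wild type, 1 in the knockout, 1040 for the interaction, and 353 and 2097 between genotypes on the soft and stiff hydrogels. With no minimum fold change the calls were 5859 in wild type, 4192 for the interaction, and 2624 and 7299 between genotypes. These shifts follow from the threshold itself. DESeq2 on the 4 libraries compared, with a threshold of 1, called 998 in wild type, 1 in the knockout, and 214 and 1745 between genotypes. The 3 genes called in the knockout became 50 with no filter on low counts, 9 with only the 4 libraries compared, 1 with robust empirical Bayes and 0 among genes with no shared sequence, where 854 had an unadjusted p under 0.05. Apart from the last, in which fewer genes were tested, the cause was not tested. The other 47 counts of genes under these alternatives were within 1.5 times the reported value.

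With the correlation estimated, camera's adjusted p rose above 0.05 for 11 medians, whose values do not change by construction. In wild type these were -0.53 for stellate cell, -0.59 for endothelial and -0.61 for Kupffer cell markers (adjusted p = 0.102, 0.132 and 0.102, limma), and for the interaction 0.47, 0.67 and 0.67 (0.0975 each). Between genotypes on the soft hydrogel they were -0.22 for hepatocyte genes (0.108) and -0.47 for cholangiocyte markers (0.0700), and on the stiff hydrogel 0.24 for LXRα targets (0.0598), -0.11 for hepatocyte genes (0.167) and -0.19 for cholangiocyte markers (0.117). Under fry, 3 medians passed that did not under camera, 0.048 for cholangiocyte markers in wild type (0.00853) and, between genotypes on the soft hydrogel, 0.030 for the bile acid metabolism heatmap (0.0126) and -0.013 for bile acid synthesis (0.00509). These tests use all members of a list and do not test its median. Between genotypes, camera's direction was up for hepatocyte genes on the stiff hydrogel, opposite to their median. It was down for the bile acid metabolism heatmap on the soft hydrogel, also opposite to the median. With at least 10 counts in every library, the stellate cell markers no longer passed, at -0.50 in wild type and 0.37 for the interaction, and the cholangiocyte markers passed at 0.19, with fewer genes tested. With library size as the only scaling, the bile acid synthesis median between genotypes on the soft hydrogel reversed to 0.040 and that of calcium signaling on the stiff hydrogel to 0.031, and the cause was not tested. The other 301 list medians under these alternatives kept their direction and their side of the threshold. For single genes, 10 results became weaker and 1 stronger, 457 kept direction and side, and 0 reversed.

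The replicate numbers did not pair the libraries, since differences between replicates 1 and 2 correlated across genes between -0.101 and 0.042 over the pairs of groups. A block for the replicate number gave 2705, 3, 2330, 895 and 4071 calls in the order wild type, knockout, interaction, soft and stiff.

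On the 500 genes with the highest variance, the first component held 91.5% and the knockout distance over that of wild type was 0.117 on 2 components and 0.261 on all. From log2 CPM these were 42.9%, 0.0939 and 0.784, and over genes that pass the filter the first share was 77.3% and the ratio on all components 0.419. The cause was not tested. The correlation of the knockout effect with the stiffness effect was -0.47 over genes changed in wild type, and -0.34 and -0.36 with a separate wild-type soft library for each effect, where the shared control is absent by construction.

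Ranges are given across the fits that each left out one replicate. In wild type they ran from -0.20 to 0.33 for Abcg5, from -0.46 to 0.095 for Abcg8, from -1.01 to 8.63 for Mup18, from -7.47 to 0.39 for Mup19, from -0.57 to -0.31 for bile acid synthesis, from 1.00 to 1.28 for YAP/TAZ targets, from -0.034 to -0.00099 for calcium signaling and from -0.77 to -0.50 for stellate cell markers. For the interaction they ran from -0.0027 to 0.55 for Abcg8, from -18.04 to 0.74 for Mup18, from -0.86 to -0.70 for the Hippo heatmap, from 0.40 to 0.58 for LXRα targets, from 0.25 to 0.48 for bile acid synthesis, from -1.27 to -1.12 for YAP/TAZ targets, from 0.35 to 0.44 for hepatocyte genes, from 0.25 to 0.77 for stellate cell and from 0.49 to 0.69 for endothelial markers. Between genotypes on the soft hydrogel they ran from -0.037 to 0.052 for the bile acid heatmap, from -0.25 to -0.12 for LXRα targets, from -0.17 to 0.033 for bile acid synthesis, from -1.19 to -0.80 for YAP/TAZ targets, from -0.0028 to 0.024 for calcium signaling, from -0.35 to -0.16 for hepatocyte genes and from -0.68 to -0.42 for cholangiocyte markers, and on the stiff hydrogel from -0.041 to 0.087 for Abcg5, from -1.10 to -0.80 for the cholesterol heatmap, from 0.40 to 0.49 for the bile acid heatmap, from -1.33 to -1.20 for the Hippo heatmap, from 0.18 to 0.27 for LXRα targets, from -0.85 to -0.78 for cholesterol synthesis, from 0.31 to 0.43 for bile acid synthesis, from -2.54 to -2.20 for YAP/TAZ targets and from -0.14 to -0.058 for hepatocyte genes. In the knockout they ran from -0.056 to 0.089 for Ccn1, from -0.13 to 0.065 for Ccn2, from -0.018 to 0.073 for Acaca, from -0.060 to 0.13 for Cyp8b1, from -0.017 to 0.0029 for the Hippo heatmap, from -0.015 to 0.032 for bile acid synthesis and from -0.026 to 0.0025 for YAP/TAZ targets. For the components they ran from 60.5 to 69.3% for the first share, from 0.0105 to 0.123 for the ratio on 2 components and from 0.535 to 0.581 on all. The bile acid synthesis value of -0.57 in wild type came without the first wild-type soft library, and the values of -0.12 for LXRα targets, -0.35 for hepatocyte genes and 0.123 for the ratio without the second. The calcium signaling value between genotypes turned negative without the second wild-type soft library, the bile acid heatmap value without the second knockout soft library, and the bile acid synthesis value turned positive without the second wild-type soft library. Fitted values of Mup18 and Mup19 rest on groups with 3 counts or fewer in some fits and measure no size, and both share sequence with other genes. Mup19, like Mup18, was chosen after its values were seen. The cause of the other shifts was not tested.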

Differences from the paper's values

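The counts compared here were set before the data were examined, and none of the alternatives named here was chosen only after the result was seen.

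In wild-type hepatocytes, 1432 genes were higher on the stiff hydrogel, where the paper's volcano plot shows about 650 in Fig. 2D, read by eye. With an absolute log2 fold change over 1 there were 699, and with DESeq2 on the 4 libraries compared at that threshold 611, and no other alternative set before the data were examined closed the gap. Genes lower on the stiff hydrogel numbered 1322, against the paper's about 400 in Fig. 2D, read by eye. The same 2 settings gave 545 and 387, and none of the others closed the gap. The lines in Fig. 2D are drawn at 1, while the paper's methods name 0.5.

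In knockout hepatocytes, 2 genes were higher on the stiff hydrogel, against the paper's about 19 in Fig. 4F, read by eye. With no filter on low counts there were 22, and no other alternative set before the data were examined closed the gap. Only 1 gene was lower, against the paper's about 16 in Fig. 4F, read by eye, and none of the alternatives closed the gap, with 28 for no filter on low counts and 5 for only the 4 libraries compared.

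The paper states that genes of cholesterol metabolism are lower on the stiff surface. Its RT-qPCR, on other samples, also gave lower expression there for genes of efflux, uptake, biosynthesis and catabolism. The list of cholesterol synthesis and SREBP2 targets had a median log2 fold change of 0.39 and the genes of the paper's cholesterol homeostasis heatmap one of 0.51, both higher on the stiff hydrogel, while LXRα targets (-0.45) and bile acid synthesis and transport genes (-0.34) were lower. The last value was -0.57 without the first wild-type soft library. The paper's methods describe male mice, and Xist had at least 4818 counts in every library while 4 Y-linked genes had 0 counts. The deposited description of the design names female mice.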

Other observations

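The tests of marker genes for larger cell shares and of replicates far apart were set out before their results were seen, and the tests of summed copies, smaller cell shares, male mice and Yap/Taz activity on the soft hydrogel were chosen only after the result was seen.

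Marker lists of other liver cells were lower on the stiff hydrogel in wild type, with median log2 fold changes of -0.53 for 13 tested stellate cell and fibroblast markers, -0.59 for 14 endothelial markers and -0.61 for 16 Kupffer cell and macrophage markers (camera adjusted p = 0.0283, 0.00957 and 0.0216, limma), none of them shared with another list. Lum had 0 and 2 and Timd4 2 and 0 counts in the wild-type stiff libraries, so their fitted folds measure no size. Both lie at the low end, where they leave the medians as they are. Over all genes 1 stellate cell marker, Col1a1, was called higher. The most abundant markers of each list were Ecm1 at 50.9 CPM (-0.90), Fcgr2b at 25.5 CPM (-0.94) and Cd68 at 49.4 CPM (-0.39, log2 fold change), far below Alb at 69543 CPM. A larger share of any of these cells on the stiff hydrogel is argued against by these medians. A smaller share of their RNA cannot be told apart from lower expression in these cells. The 3 medians lay within 0.073 of each other, but within 0.11 to 0.18 with one wild-type library left out, and the nearest lay 0.092 from the median of hepatocyte function genes, so their closeness is not particular to these cells. A smaller share is argued against as the cause of the wild-type changes as a whole, because the median of 30 hepatocyte function genes, 9 of them higher and 21 lower, was -0.44 (camera adjusted p = 4.06e-09, limma), where a smaller share of other cells would leave it at or above 0. The 8 tested cholangiocyte markers had a median of 0.048, which was 0.15 without the first wild-type stiff library, and did not pass camera's threshold, with Krt19 at 3.30, and Muc1 had 2 and 2 counts in the wild-type stiff libraries. For these markers, a response to stiffness was not separated from a change in cell shares.

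Cholesterol synthesis and SREBP2 target genes were higher on the stiff hydrogel, with a median of 0.39, in a list of which 8 of 24 genes are also in a heatmap of the paper. In the knockout the median of this list on the stiff against the soft hydrogel was 0.032, with 0 genes called. Its interaction median was -0.34 (camera adjusted p = 4.43e-06, limma), with 21 of the 24 genes more negative in the knockout. The rise was thus not seen without Yap and Taz, but knockout groups that received the same hydrogel would give this as well. No other explanation of this rise was tested.

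On the soft hydrogel, YAP/TAZ target genes were lower in the knockout than in wild type, with a median of -0.87, and Ccn1 and Ccn2 had log2 fold changes of -1.58 and -1.58. Of the 559 genes called both here and for stiffness in wild type, 486 (86.9%) moved the opposite way. Yap and Taz may be partly active on the soft hydrogel, and a difference between preparations stays open as well. All 24 cholesterol synthesis and SREBP2 targets were lower in the knockout there, with a median of -0.43.

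Among 10007 genes with a mean of at least 100 counts, 13 had replicates of one group over 4-fold apart, and 100% of these share sequence with another gene, against 28.4% of the 10007. Reads assigned differently among near-identical copies are a candidate explanation. Gapdh had 5241 and 1961 counts in the wild-type stiff and 3696 and 322 in the knockout soft libraries. Actb, the other common reference gene, had a log2 fold change of 0.83 on the stiff hydrogel in wild type (adjusted p = 1.65e-12 from edgeR) and 0.054 in the knockout.

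All 8 libraries had between 4818 and 8443 counts of Xist and 0 counts of 4 Y-linked genes, which argues against male mice. The deposited description of the design names female mice, while the deposited growth protocol names male mice.

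Several genes that the paper measured by RT-qPCR in other samples were also read here. By RT-qPCR the paper found lower expression on the stiff hydrogel across genes of efflux, uptake, biosynthesis and catabolism. It also found modestly higher Abca1 and Abcg5 in the knockout, and its text names no hydrogel for that result. In wild type on the stiff hydrogel, the log2 fold change was -0.45 for Abca1, -0.54 for Abcg1 (adjusted p = 0.0875 from edgeR), -0.67 for Srebf1, 0.35 for Srebf2 and 0.66 for Timp1. Abcg5 and Abcg8, which overlap each other on opposite strands, had log2 fold changes of 0.057 and -0.19 (adjusted p = 0.884 and 0.521 from edgeR) on 43 to 127 counts in each library. Without the first wild-type soft library they were -0.20 and 0.095. Between knockout and wild type on the soft and stiff hydrogels, Abca1 had log2 fold changes of -0.23 and 0.23, Abcg5 of -0.35 and 0.024, Srebf1 of -0.55 and 0.24 and Acaca of 0.18 and 1.64. On the soft hydrogel Abca1 and Abcg5 thus went opposite to the paper's RT-qPCR, Abcg5 with an adjusted p of 0.412 from edgeR. The Abcg5 value on the soft hydrogel was -0.081 without the second wild-type soft library, and that on the stiff hydrogel was -0.041 without the second knockout stiff library. Nr1h3, which encodes LXRα, had a log2 fold change of -0.42, Rxra of -0.15, Scd1 of -0.44, Apoe of -0.092 and Cyp27a1 of -0.20 in wild type. Apoe was at -0.054 without the second wild-type soft library and Rxra at -0.098 without the first wild-type stiff library. Apoe and Rxra had an adjusted p under 0.05 except with DESeq2 on all 8 libraries, and over the alternatives it ran from 0.00433 (edgeR) to 0.101 (DESeq2) for Apoe and from 0.0192 (edgeR) to 0.0557 (DESeq2) for Rxra.

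Alb, chosen after its values were seen, took 8.01% to 8.55% of the counts in wild-type and 5.54% to 5.61% in knockout libraries.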
